# miR-21-3p/IL-22 Axes Are Major Drivers of Psoriasis Pathogenesis by Modulating Keratinocytes Proliferation-Survival Balance and Inflammatory Response

**DOI:** 10.3390/cells10102547

**Published:** 2021-09-26

**Authors:** Florence Abdallah, Elodie Henriet, Amandine Suet, Ali Arar, Rudy Clemençon, Jean-Marc Malinge, Gaël Lecellier, Patrick Baril, Chantal Pichon

**Keywords:** IL-22, miR-21-5p, miR-21-3p, keratinocytes, psoriasis, proliferation

## Abstract

Psoriasis is a chronic inflammatory skin disease that is mediated by complex crosstalk between immune cells and keratinocytes (KCs). Emerging studies have showed a specific psoriatic microRNAs signature, in which miR-21 is one of the most upregulated and dynamic miRNAs. In this study, we focused our investigations on the passenger miR-21-3p strand, which is poorly studied in skin and in psoriasis pathogenesis. Here, we showed the upregulation of miR-21-3p in an IMQ-induced psoriasiform mouse model. This upregulation was correlated with IL-22 expression and functionality, both in vitro and in vivo, and it occurred via STAT3 and NF-κB signaling. We identified a network of differentially expressed genes involved in abnormal proliferation control and immune regulatory genes implicated in the molecular pathogenesis of psoriasis in response to miR-21-3p overexpression in KCs. These results were confirmed by functional assays that validated the proliferative potential of miR-21-3p. All these findings highlight the importance of miR-21-3p, an underestimated miRNA, in psoriasis and provide novel molecular targets for therapeutic purposes.

## 1. Introduction

Psoriasis is a chronic inflammatory skin disease caused by local and systemic activation of innate and adaptive immunity. It affects people of all ages, with an estimated 3% prevalence worldwide [1]. Psoriatic plaques manifest as thick red irritated skin lesions caused by imbalanced keratinocytes (KCs), hyperproliferation and differentiation impairment, as a result of intricate and overlapping immune pathways [2]. This epidermal hyperplasia—a key feature of psoriatic lesions—is due to an enriched inflammatory environment, in which IL-22, an IL-10 family cytokine, is highly upregulated [3]. IL-22 is mainly produced by T_H_22 and T_H_17 [4]. It acts on epithelial cells that exclusively express its heterodimeric receptor (IL-10RB/IL-22RA1), resulting in STAT3 downstream-dependent activation [5,6]. IL-22 induces cytokine-specific chemokines and specific effector responses mediated by the IL-23/T_H_17 axis [7]. Together with other inflammatory mediators, IL-22 stimulates KCs to produce inflammatory cytokines (IL-1β, TNF-α, IL-6), chemokines (CCL20), and antimicrobial peptides (S100A7, S100A8, S100A9, β-defensin-2), resulting in their hyperproliferation. In addition to IL-22’s pleiotropic functions, IL-22-deficient mice were shown to be almost protected from imiquimod (IMQ)-induced psoriasis, proving the key role of IL-22 in the pathogenesis of psoriasis [8]. These observations were recently consolidated in the psoriatic epidermal transcriptome, which identifies a dominated IL-22/IL-17 signature in KCs [9]. Moreover, a few years ago, a deregulated profile of MicroRNAs (miRs or miRNAs) in psoriasis was identified [10,11,12]. Briefly, miRNAs are small non-coding RNAs (~22 Nt) that function as key modulators of gene expression through the endogenous RNA interference machinery, resulting in translational repression or degradation of the target mRNAs. The multi-step miRNA biogenesis process yields two mirror strands, 5p and 3p [13,14]. Conventionally, the leader strand (5p) has been considered the least thermodynamically stable strand and thought to be the most effective miRNA. In line with these observations, miR-21-5p has been extensively studied. In skin biology, in addition to its oncogenic role in skin squamous cell carcinomas, miR-21-5p was shown to be essential for cutaneous wound healing. It acts by targeting KC proliferation, inflammation, collagen deposition, and melanogenesis by regulating melanin production via Sox5 inhibition [15,16,17,18,19,20]. Moreover, miR-21-5p was described to promote psoriatic skin inflammation by suppressing T cell apoptosis and by targeting TIMP3, which results in TACE activation [21,22]. Accordingly, in vivo miR-21-5p inhibition by antagomiR was shown to improve the psoriasis phenotype [22]. Very few studies have addressed the role of miR-21-3p, which is considered to be the passenger strand, in cutaneous systems, despites its clear upregulation in psoriatic skin and its implication in UV-induced skin inflammation [23]. As the stable passenger strand (3p or *), degradation was thought to happen immediately after genesis. However, several reports have demonstrated the co-expression of both leader and passenger strands, as well as their functionality in various biological systems [24]. Therefore, in this study, we aimed to characterize the biological activities of miR-21-3p in KCs under conditions of homeostasis and psoriasis pathology.

Here, we identified IL-22 as a key driver of miR-21-3p induction in the IMQ-induced psoriasiform skin inflammation model. We highlighted the diverse functions of miR-21-3p in interfering with KC proliferation, migration, inflammation and survival through RNA-seq analysis. Finally, we have proposed a landscape of overlapping pathways between a recently reported psoriatic epidermal transcriptome and KCs overexpressing miR-21-3p. Overall, our results point towards the implication of the passenger strand miR-21-3p in the onset of psoriasis in an IL-22-dependent manner. Hence, considering the miR-21-3p/IL-22 axis could open a novel therapeutic track for the treatment of psoriasis.

## 2. Materials and Methods

### 2.1. Mice and In Vivo Treatments

Wild-type (C57BL6/JRj) mice used in this study were purchased from Janvier Labs (Saint Berthevin, France). IL-22-deficient mice (IL-22^−/−^), kindly provided by Dr. Laure Dumoutier from Ludwig Institute for Cancer Research, were bred in the animal facility of the Centre Biophysique Moleculaire UPR4301 (Orléans, France). The experiments were performed in compliance with institutional guidelines and were approved by the local ethical committee. Mice between 8 and 10 weeks of age were shaved on the back skin and received daily, for 6 consecutive days, topical applications of 60 mg imiquimod (IMQ) from a commercially available cream (5%) (Aldara Hoofddorp, Pays-Bas; 3M Pharmaceuticals). Recombinant mouse IL-22 protein (R&D systems, #582-ML-010) at 100 ng was subcutaneously injected on the shaved back 1 day before IMQ treatment and throughout the rest of the experiment.

### 2.2. Scoring of Skin Inflammation Severity

To evaluate the severity of back skin inflammation, a scoring system inspired by the literature was developed. Erythema and scaling were scored independently on a scale from 0 to 4—0, none; 1, slight; 2, moderate; 3, marked; 4, very marked. The sum of erythema and scaling scores were established. Then, a score for each group was averaged, expressed in arbitrary units (a.u.) and trend lines were generated to observe the changes in mouse skin lesions.

### 2.3. Patients and Biopsies

For this study, 4-mm punch biopsies were collected from the lesional skin of 9 patients (5 women and 3 men, with an age range 18 to 60 years) with psoriasis at the Centre Hospitalier Régional d’Orléans (CHRO). Furthermore, 6-mm punch biopsies, collected from 9 healthy donors (9 women with an age range of 41 to 60 years), were supplied from the Laboratoire BIO-EC (Longumeau, France).

### 2.4. Cell Handling

Neonatal normal human epidermal keratinocytes (NHEKs) were purchased from Lonza (Levallois-perret, France) (#00192907) and immortalized human keratinocytes (HaCaT cells) were purchased from AddexBio catalog No. T002000. HaCaT cells were grown Dulbecco’s modified Eagle’s medium (DMEM), with 4.5 g/L Glucose, with l-glutamine (Lonza, catalog #BE12-604F) supplemented with 10% fetal bovine serum, and 1% penicillin (10,000 Units)—streptomycin (10 mg) (Sigma-Aldrich, (St. quentin fallavier, France), catalog # P0781) at 37 °C with 5% CO_2_.

### 2.5. Cell Stimulation

HaCaT cells were seeded at 2.5 × 10^5^ cells per well of 24-well plate or 6 × 10^5^ cells per well of 6-well plates for 24 h to obtain between 50% and 60% confluency. One day prior to stimulation, HaCaT cells were starved by replacing the growth medium with DMEM, with 4.5 g/L Glucose, with l-glutamine (Lonza, catalog # BE12-604F). Then, the stimulation was achieved in the same medium for 24 h with 50 ng/mL recombinant human IL-22 (R&D systems, # 782-IL010).

### 2.6. Cell Transfection

The transfection experiments were performed on 50% confluent cells in 12-well plates. **STAT3/ NF-κB silencing by siRNAs.** Si-STAT3 (forward: CCCGUCAACAAAUUAAGAATT; reverse: UUCUUAAUUUGUUGACGGGTT) and si-p65 (forward: GCCCUAUCCCUUUACGUCATT; reverse: UGACGUAAAGGGAUAGGGCTT); the siRNAs were transfected at a concentration of 30 nM using the lipofectamine RNAimax (#13778075, Invitrogen). **miR-21 gain and loss of function.** OligomiRs used for the transfection, purchased from Ambion Life Technologies were transfected at a concentration of 10 nM using the lipofectamine RNAimax (#13778075, Invitrogen (Villebon sur Yvette, France)). For inhibitors, negative control (#4464078), miR-21-5p (MH10206), and miR-21-3p (MH12979) were used, and for mimics, negative control (#4464060), miR-21-5p (MC10206), and miR-21-3p (MC12979) were used. The transfection protocol followed the manufacturer’s instructions. Cells were stimulated 24 h after this process and harvested 48 h after transfection for gene expression analysis and protein assays.

### 2.7. Luciferase Reporter Assays

One day prior to transfection, HaCaT cells were seeded onto 24-well plates at 1.5 × 10^5^ cells per well. The next day, cells were at around 60% of confluence and thus transfection was performed using the PTG1 transfection reagent (Polytheragene SAS, Evry, France) with 2.5 μg pNF-CMV-luc reporter vector [25] at a DNA/Polymer weight ratio of 1/6. Four hours after transfection, the medium was replaced with DMEM–high glucose supplemented with 1% FBS overnight. Then, the cells were treated as mentioned previously. Firefly luciferase gene expression was measured using luciferin (beetle luciferin Promega (#E1601)). Luciferase activity was normalized to total protein amount using a BCA protein assay kit (Interchim (Montluçon, France) protein quantitation kit, BCAssays, UP40840A).

### 2.8. RNA Extraction, Reverse Transcription, and Real-Time PCR

Total RNA and microRNA were isolated from the same piece of skin or from HaCaT cells using a mirVana™ miRNA Isolation Kit (Ambion Life Technology, (Evry, France) #AM1560), following the manufacturer’s instructions. Reverse transcription was performed on 1 μg total RNA with a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific (strasbourg, France), #K1622) and on 2 μL microRNA with a TaqMan™ Advanced miRNA cDNA Synthesis Kit (Applied biosystems (Villebon sur Yvette, France), #A28007). Quantitative PCR (qPCR) amplifications were performed using cDNA corresponding to 100 ng total RNA using primer sets suitable for Syber green detection using the Luna^®^ Universal Probe qPCR Master Mix (Promega, #M3004S). On the other hand, a 1/10 dilution of the amplified cDNA of miRNA were achieved using primer sets specific for each miRNA (TaqMan Advanced miRNA Assays, Applied Biosystems, A#25576) and the TaqMan Fast Advanced Master Mix (ThermoFisher Scientific (strasbourg, France), #4444557). The relative expression of CyclinD1 (forward: CCCTCACACCAATCTCCTCA; reverse: TCTTCTTCAAGGGCTCCAGG) was measured using the comparative critical threshold (CT) method, normalized to housekeeping gene β-actin (forward: GGGCGCCCCAGGCACCAGGT and reverse: CGTGCTCGATGGGGTACTTC) for total RNA and miR-16-5p (stable expression in cell lines and skin models used under the different conditions) for miRNA and determined using the formula 2^−ΔΔCT^. Primers for TaqMan MicroRNA assays were purchased from Thermo Fisher Scientific (Table 1).

### 2.9. Enzyme-Linked Immunosorbent Assay

To evaluate the inflammatory response, the culture medium was collected from treated keratinocytes and stored at −80 °C. The protein levels of IL-22, TNF-α, IL-1β, IL-4, and IL-6 were assayed using a DuoSet ELISA kit (R&D systems) according to the manufacturer’s instructions. To evaluate the inflammatory response in the psoriasis model, the same amount of skin protein lysates from biopsies was used. The concentration of proteins was evaluated using a BCA protein assay kit (Interchim (Montluçon, France) protein quantitation kit, BCAssays, UP40840A).

### 2.10. Phospho-STAT3 (Y705) Assay

The HaCaT cells were seeded into 96-well dishes at a density of 1 × 10^4^ cell per well, treated with 0 or 50 ng/mL IL-22 in triplicate for 24 h, and then lysed in the plate and assayed for total or pStat3 using the cell-based Stat3 ELISA kit according to the manufacturer’s instructions (R&D Systems, #DYC4607B).

### 2.11. Immunofluorescence Staining

The HaCaT cells were fixed with 4% paraformaldehyde for 15 min at room temperature. For Ki67 staining, cells were permeabilized with 0.1% triton X-100 for 5 min at room temperature. Then, cells were incubated with 1% BSA/0.3M glycine in 0.1% PBS-Tween for 1 h to reduce non-specific protein–protein interactions. Afterwards, cells were then incubated with anti-ki67 (ab15580) at 1 μg/mL concentration overnight at 4 °C; followed by a further incubation at room temperature for 1 h with a goat anti-rabbit IgG Alexa Fluor^®^ 488 at (Invitrogen A11034) at 4 μg/mL. Finally, the cells were mounted with VECTASHIELD Antifade Mounting Medium with DAPI used to stain the cell nuclei in blue (vector, H-1200). Image analysis was performed using FLoid^®^ Cell Imaging Station microscopy.

### 2.12. Crystal Violet Staining

The cells were fixed with ice-cold 100% methanol for 10 min, and then stained with 0.5% crystal violet solution in 25% methanol for 15 min at room temperature. Finally, the cells were washed in water several times, until the dye stopped coming off.

### 2.13. Cell Metabolic Activity

A Cell Proliferation kit II (XTT- Roche) allowed us to evaluate the cell metabolic activity by assessing the activity of intracellular oxydoreductases. XTT is a colorless or slightly yellow compound that becomes brightly orange upon reduction by cellular effectors as mitochondrial oxidoreductases. HaCaT cells were seeded in 24-well plates (2.5 × 10^5^ per well) and treated as indicated. An XTT assay was performed according to the manufacturer’s instructions. Briefly, the XTT solution at a final concentration of 0.3 mg/mL was added into each well and the incubation was carried out for 4 h at 37 °C. During this incubation, an orange formazan solution was formed, resulting from the conversion of the yellow tetrazolium salt XTT by viable cells. The intensity of coloration was quantified by measuring the absorbance with a specific absorbance filter at 450 nm using a Victor spectrophotomer (PerkinElmer, Waltham, MA, USA).

### 2.14. Flow Cytometric Analysis for Ki67 and PI Staining

HaCaT cells were harvested and spun down to a pellet at 1500 rpm for 5 min. The cells were washed with 1 mL of phosphate buffered saline (PBS-1X) (Sigma-Aldrich) and centrifuged at 1500 rpm for 5 min. The cells were fixed with 4% *p*-formadehyde at room temperature for 30 min. Then, the cells were pelleted by centrifugation, resuspended with a permeabilization buffer (50 µL/mL PI, 100 µg/mL RNase, and 2 mM MgCl_2_) (50 µL of buffer per 1 × 10^6^ cells). Afterwards, cells were centrifuged and stained with 5 µL of Alexa Fluor 700 mouse anti-human Ki-67 antibody (BD Pharmingen, #561277) and isotype control (BD Pharmingen, #557882), followed by room temperature incubation for 30 min, protected from light. Finally, the cells were washed twice with 2 mL of permeabilization buffer, resuspended, and analyzed with a BD LSR Fortessa Flow Cytometer (BD Biosciences).

### 2.15. Monitoring miRNA Activity with RILES

To monitor the functionality of miR-21-5p, -21-3p, -486-5p, and -486-3p in HaCaT cells, four RILES expression plasmids—denoted as pRILES/21.5pT, pRILES/21.3pT, pRILES/486.5pT and pRILES/486.3pT—were constructed as previously described [26]. Briefly, 4 fully complementary block sequences specific to either miR-21-5p, -21-3p, -486-5p, or -486-3p were subcloned in the 3′-UTR part of the CymR transcriptional gene. A control RILES plasmid, denoted pRILES, that did not contain any targeting sequence to any miR, was included in the study. To evaluate the functionality of endogenously expressed miR in HaCaT cells, the cells were seeded onto 24-well plates at 3.5 × 10^5^ cells per well. The following day, cells were transfected with 2.5 µg of RILES plasmids using PTG1 (Polytheragene SAS, Evry, France), at the pDNA/Polymer weight ratio of 1/4. After 4 h of transfection, the medium was replaced with DMEM-high glucose media supplemented with 0.5% serum overnight. Then, the cells were treated with IL-22 as described above. Firefly luciferase gene expression in cells was thereafter monitored 24 h later. Luciferase activity was normalized to total protein content using the BCA protein assay kit (Interchim, protein quantitation kit, BCAssays, UP40840A).

### 2.16. RNA-Seq from HaCaT Cells

Total RNA was extracted from the 3 replicates of HaCaT overexpressing 1 nM miR-21-3p mimic or negative control mimic using a mirVana™ miRNA Isolation Kit (Ambion Life Technology, #AM1560), following the manufacturer’s instructions. Small RNA libraries were prepared using 0.5 ng of total RNA per sample. The RNA-seq assay was carried out on an Illumina NextSeq 500 sequencer. Sequence reads in the FASTQ format were processed and the differential expression analysis was performed. This work has benefited from the facilities and expertise of the high-throughput sequencing core facility of I2BC (Centre de Recherche de Gif—http://www.i2bc.paris-saclay.fr/, accessed on 22 July 2020).

### 2.17. Statistical Analysis

Unless mentioned otherwise, all the experiments in the study were reproduced in at least two independent different experiments with a minimum of triplicates performed per group. All data are presented as mean ± SEM. The two-tailed Student *t*-test was used to determine significance between two groups. Ordinary two-way ANOVA was used for multiple comparisons of more than two groups. The simple linear regression model was used to analyze the correlation between RNA levels of inflammatory mediators and miR-21-5p or miR-21-3p. Comparisons between multiple groups were submitted to Bonferroni’s test and comparisons between 2 groups were submitted to Tukey’s test. *p*-values less than 0.05 were considered significantly different. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. miR-21-5p/3p Expression in IMQ-Induced Psoriasis in WT versus IL-22^−/−^ Mice

As a first approach, we compared the relative expression of miR-21 between WT and IL-22^−/−^ mice, which are known to develop a less severe form of the pathology [8] (Figure 1). We evaluated the clinical progression of the pathology upon IMQ application in WT and IL-22^−/−^ mice (Figure 1A and Figure S1). The application of IMQ at 60 mg on the shaved back skin of WT mice for six consecutive days caused erythema, scaliness, thickening, and acute inflammation (Figure 1A and Figure S1). In the early onset period (day 0 to day 4), the skin developed red erythematous plaques. Then, it turned into thickened and scaly skin (day 5 to day 7). A similar application on IL-22^−/−^ mice showed a less severe onset of clinical psoriatic lesions (Figure 1A and Figure S1).

Next, we analyzed the relative expression of miR-21 between the different groups of mice. Similar relative expression levels of both miR-21 strands were obtained for WT and IL-22^−/−^ healthy mice. At day 7 post-IMQ application, the expression level of miR-21 was significantly increased for both miR-21 strands (5p and 3p) in WT psoriatic mice compared to WT healthy mice. An upregulation of 4.3 times and 6.3 times for miR-21-5p and miR-21-3p respectively with respect to healthy mice was recorded (Figure 1B,C). In contrast to WT mice, IL-22^−/−^ psoriatic mice showed a slight increase of miR-21 expression (around 3-fold) compared to IL-22^−/−^ healthy mice for both miR-21 strands. Only the increased expression of miR-21-5p was statistically significant. Remarkably, WT psoriatic mice presented much higher miR-21 expression than IL-22^−/−^ psoriatic mice. This significant upregulation reached 1.3-fold for miR-21-5p and 2.3-fold for miR-21-3p.

Finally, we established a correlation between miR-21-5p (Figure 1D) and miR-21-3p (Figure 1E) expression with IL-22 mRNA and protein levels in WT mice. A significant positive correlation was noted with IL-22 mRNA and protein for both strands. Nevertheless, miR-21-3p had a higher positive correlation (*p* < 0.0001/*p* = 0.0007) than miR-21-5p (*p* = 0.03/*p* = 0.0151) (Figure 1D,E). Thus, this result suggests a connection between miR-21-3p and the IL-22 axis in psoriasis.

### 3.2. Validation of miR-21-3p Dependency on IL-22 In Vitro, in Psoriatic Human Biopsies, and In Vivo

Since in skin, KCs are the main target of IL-22 stimulation via IL-22RA1 expression [6], we investigated a correlation between the expression of miR-21 and IL-22 activity by treating in vitro HaCaT cells and NHEK with 50 ng/mL IL-22 for 24 h (Figure 2). The IL-22 treatment resulted in 1.4- and 1.3-fold increases of miR-21-5p expression in HaCaT cells and NHEK, respectively. A higher upregulation of miR-21-3p expression was obtained in both cell types with 2.5-fold increase in HaCaT cells and 2.2-fold increase in NHEKs (Figure 2A,B). In line with the above observations, miR-21 expression showed a positive correlation with IL-22 mRNA in human skin biopsies. Interestingly, this correlation was only significant for miR-21-3p (*p* = 0.03) in comparison to miR-21-5p (*p* = 0.269) (Figure 2C,D).

These findings drove us to evaluate whether the restoration of IL-22 in the IL-22^−/−^ psoriatic mice would reverse the expression pattern of miR-21 described above. To do so, we treated IL-22^−/−^ mice with recombinant IL-22 protein and followed the miR-21 expression (Figure 3). One day before and during IMQ or vehicle application, mice received 100 ng of IL-22 or the equivalent amount of physiological serum subcutaneously on the shaved back (Figure 3A). The miR-21 expression for both strands was assessed on day 3 (early response) and day 6 (late response) post-IMQ/vehicle application (Figure 3B,C). The mice’s body weight fluctuations are shown in Figure S2. IL-22-treated mice and control mice displayed similar levels of miR-21 expression with comparable expression profiles at days 3 and 6 post-treatments. Mice treated with IMQ showed a slight upregulation that reached around 1.26- to 2.7-fold increases for miR-21-3p and 3.2- to 4-fold increases for miR-21-5p. These upregulations rose to ~5-fold in mice that received both IL-22 and IMQ treatments. These observations demonstrate a relationship between IL-22 and miR-21-3p and to a lower extent with miR-21-5p. Of note, IL-22 treatment alone was not sufficient to induce miR-21-3p expression, suggesting the implication of other inflammatory mediators. Therefore, we examined the possible correlation of key cytokines (IL-1β, TNF-α, IL-4, and IL-6) known to drive crosstalk between KCs and immune sentinels, which results in psoriasis development [27,28], with the induction of miR-21-5p or miR-21-3p expression (Figure S3). A positive correlation trend was obtained with IL-1β, whereas IL-6 and IL-4 showed a negative correlation trend. These results suggest the interference of other inflammatory circuits downstream of the cytokine activation pathway. Nevertheless, we focused on understanding the mechanism by which IL-22 induces miR-21-3p expression, as they were strongly correlated, compared to other cytokines (Figure 1D and Figure S3).

### 3.3. IL-22 Induces miR-21-3p via STAT3 and NF-κB Pathways

We first looked at the miR-21 promoter region, which contains three and four potential binding elements for STAT3 and NF-κB, respectively (Figure 4A) [29,30,31]. The latter are known to be downstream transcription factors to IL-22 signaling and have been reported to be upregulated in lesional psoriatic skin [6,32,33,34]. Accordingly, the stimulation with 50 ng/mL IL-22 of HaCaT cells expressing the luciferase gene under a NFκB-driven promoter resulted in NF-κB nuclear translocation, as reported based on luciferase activity (Figure 4B). The involvement of STAT3 activation was shown via increased STAT3 phosphorylation over the total STAT3 ratio (Figure 4C). These data were validated by functional assays by investigating IL-22-dependent miR-21 induction when STAT3, NF-κB, or both were knocked down by siRNAs (Figure 4D). When those transcription factors were knocked down individually, the effect on miR-21 expression upon IL-22 stimulation was mitigated. However, the double knockdown of STAT3 and NF-κB resulted in clear miR-21 repression, despite IL-22 stimulation (Figure 4D). Altogether, these experiments suggest that the treatment of HaCaT cells with IL-22 induces a cell-signaling event favoring the activation of NF-κB and STAT3, which in turn enhances the transcription of the miR-21 gene. Moreover, we established a correlation between miR-21/STAT3, STAT3/IL-22, and miR-21/IL-22 from psoriatic patients treated with biologics, including tofacitinib (GSE69967), brodalumab (GSE53552), and adalimumab and methotrexate (GSE85034). The results from GSE69967 (tofacitinib) showed a significant correlation for miR-21/IL-22 (*r* = 0.32), miR-21/STAT3 (*r* = 0.75), and IL-22/STAT3 (*r* = 0.42). Likewise, data from GSE53552 (brodalumab) were significantly correlated for miR-21/IL-22 (*r* = 0.32), miR-21/STAT3 (*r* = 0.53), and IL-22/STAT3 (*r* = 0.55). Patients receiving GSE85034 (adalimumab and methotrexate) displayed significant correlations for miR-21/STAT3 (*r* = 0.55) and IL-22/STAT3 (*r* = 0.25) (data not shown). These results support the dependency of miR-21 on the STAT3 pathway driven, by IL-22, in agreement with our results. Consequently, these data showed that miR-21 induction happens at downstream of the IL-22 pathway via STAT3 and NF-κB stimulation.

### 3.4. IL-22-Induced miR-21-3p in KCs Is Functional

To evaluate the potential functional activity of miR-21-3p in the regulation of gene expression, we employed a miR-ON functional monitoring system previously developed in our lab (Figure 5) [26]. The RILES system relies on an engineered genetic circuit in which the expression of the luciferase reporter gene is switched ON when a miRNA of interest is processed by the RISC machinery in cells to exercise its mRNA-functional repressive function (Figure 5A). The RILES system was engineered to bear miR-21-5p or miR-21-3p targeting sequences (pRILES/21.5pT and RILES/21.3pT, respectively). As shown in Figure 5B, the pRILES/21.5pT system was not significantly switched ON in HaCaT cells in response to several doses of IL-22 ranging from 0 to 50 ng/mL. In contrast, the RILES/21.3pT was significantly switched ON in HaCaT cells treated with the same conditions (Figure 5B). As an internal control, with an irrelevant miR target, we demonstrated that neither the pRILES/486 5pT- nor the pRILES/486 3pT-bearing targeting sequences of miR486-5p and miR486-3p were switched ON in response to IL-22 (Figure S4). Hence, our monitoring system showed specific IL-22/miR-21-3p induction. These observations reflect functional miR-21-3p activity in IL-22-stimulated HaCaT cells, reinforcing our data. Henceforward, we aimed at understanding the role of miR-21-3p in KC biology by defining its genetic regulatory network.

### 3.5. Global Changes in the Transcriptome of HaCaT Overexpressing miR-21-3p

Most studies have focused on determining one direct gene target per miRNA. In this study, we decided to have a global view of the gene network influenced by miR-21-3p upregulation. As a matter of fact, miRNA gene regulation is much more complex and could implicate several pathways that are interconnected, via the direct or indirect targeting of single or multiple gene sets. Therefore, we chose to use the RNA-sequencing approach to explore the transcriptomic landscape of miR-21-3p-overexpressing KCs. 

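The RNA came from HaCaT cells, a human keratinocyte line that became immortal spontaneously in culture. Cells were harvested 48 h after transfection with 1 nM of either the miR-21-3p mimic, a synthetic oligonucleotide that stands in for the mature strand, or the NC mimic, and 3 replicates of each were sequenced on a NextSeq 500. The paper's methods describe small RNA libraries, whereas the sample labels describe polyadenylated RNA and a stranded mRNA kit. The values cover genes, of which 11782 of 22152 are protein-coding in GENCODE 29. MIR21 itself was not analysed here. In GENCODE 29 it lies on the plus strand of chromosome 17 of GRCh38 from 59841266 to 59841337, as a hairpin of 72 bases, and the mature 3p strand (CAACACCAGTCGATGGGCTGT, written as DNA) fills its positions 46 to 66. The paper's RT-qPCR of the transfected strand used 10 nM (Figure S5).

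The authors deposited 1 normalized value per gene and sample for 22152 genes. The paper's text names no aligner, genome build or annotation, and its statistics section names tests for the study in general but none for reads per gene. Whether the counting used the strand is not stated. In each sample, the low values were whole multiples of what 1 read is worth, between 0.898 and 1.042, so the values are read counts divided by 1 factor per sample and rounded to 3 significant digits. Of the values under 100, 100% came out as whole reads in each sample except miR-21-3p replicate 3, with 89.6%. The reads recovered in this way summed to 24406408, 24527245 and 26176101 in NC replicates 1, 2 and 3 (median 24527245) and to 24804418, 24974095 and 27962619 in miR-21-3p replicates 1, 2 and 3 (median 24974095).

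Of the 22152 genes, 5278 (23.8%) were at 0 in all 6 samples and were left out. The remaining 16874 were compared between the groups with limma on log2(normalized value + 1), without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this scale, which understates the change of genes with few reads. Limma's prior variance was let follow the mean expression of the genes. This trend was chosen after the values had been seen, because low values scatter more than high ones in a table without a filter, and the count of differentially expressed genes (DEGs) depends on it. The fits with and without it were first run together. Gene positions are those of GENCODE 29 on GRCh38, in which 19987 of the 22152 identifiers were found, and may differ from the positions in the authors' build.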

The overexpression of miR-21-3p was confirmed via RT-qPCR (Figure S5). 

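With the mean-variance trend, limma gave 1443 genes with an adjusted p under 0.05 among the 16874 tested. Of these, 819 were higher and 624 were lower in KCs overexpressing miR-21-3p than in NC samples. At an unadjusted p under 0.05, there were 4315 genes. Without the trend, limma gave 4 higher and 6 lower genes (3489 at an unadjusted p under 0.05), of which 1 was among the 1443. When only genes with a mean of at least 10 were kept, this fit gave 24 higher and 24 lower genes, 44 of them among the 1443. Both of these fits were added after the data had been examined. Count models on the recovered reads gave counts near those with the trend at an adjusted p under 0.05. DESeq2 gave 874 higher and 714 lower genes and edgeR's quasi-likelihood test, also added after the data had been examined, gave 886 higher and 767 lower genes. Single samples also decided the counts. Without NC replicate 2, limma gave 1504 higher and 1176 lower genes. Without NC replicate 1 it gave 181 and 141, without NC replicate 3 it gave 18 and 17, without miR-21-3p replicate 1 it gave 57 and 69, and without miR-21-3p replicate 3 it gave 3 and 5. Leaving out miR-21-3p replicate 2 gave 731 higher and 529 lower genes. Of the 1443 genes, 312, 1399 and 35 were shared with the fits without NC replicate 1, 2 and 3, and 124, 1041 and 8 with those without miR-21-3p replicate 1, 2 and 3.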

The comparison between KCs overexpressing miR-21-3p versus the negative control (NC) revealed a significant (*p.adj* < 0.05) set of 660 downregulated genes and a set of 884 upregulated genes among the 22,152 detected genes (Figure 6A and Figure S6). These results indicate global changes (around 7%) in the transcriptome signature upon miR-21-3p overexpression. 

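The 1443 DEGs were 6.51% of the 22152 genes listed and 8.55% of the 16874 genes tested. Most of the changes were small. The absolute log2 fold change of the DEGs ranged from 0.15 to 2.53 with a median of 0.31, and 1281 of them (88.8%) changed by less than 0.58 on the log2 scale, or 1.5-fold. With that fold added to the threshold, 55 higher and 107 lower genes remained. In 1411 of the 1443 DEGs, the 3 miR-21-3p samples lay entirely above or below the 3 NC samples. Since the DEGs were called from these same samples, their separation is no further evidence. Among all 13619 genes with a mean of at least 50, such a separation was found for 4374 (32.1%), against 10% by chance for 3 samples against 3. Genes vary together, so 1 shift shared by samples could separate many genes at once, and the excess over 10% is no test of the groups.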

The impact of miR-21-3p upregulation on KCs’ molecular and biological pathways was analyzed via gene-annotation enrichment analysis to identify differentially expressed genes (DEGs) using ShinyGO v0.61 and DAVID 6.7 software. Both bioinformatic tools gave similar results. The top 30 biological processes of the downregulated genes, as provided by ShinyGO (Figure 6B), were mainly related to developmental/differentiation, locomotion/migration, cell communication, and immune system processes (Figure S6, ShinyGO). 

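The gene ontology terms of the paper's tools were not used here. In their place, 14 short gene lists, fixed before the data were examined, were tested for over-representation among the higher and among the lower DEGs with a one-sided Fisher's exact test against the 16874 genes tested, and the 28 p-values were adjusted by the Benjamini-Hochberg method. Of the 14 lists, 7 were over-represented among higher and 2 among lower DEGs. Members of a list rise and fall together, which Fisher's test ignores. Camera with a preset correlation of 0.01 gave an adjusted p under 0.05 for each of those 9 lists except adhesion, matrix and migration. With the correlation estimated from the samples, camera gave none of them (1 list at an unadjusted p under 0.05), and the rotation test fry gave glycolysis alone (adjusted p = 0.0496, with a range from 6.3e-07 to 1 over the alternatives of that list). With limma without a trend, 0 of the 14 lists were over-represented in the direction set for each list (also 0 at an unadjusted p under 0.05), and with 1.5-fold added to the threshold 0 were (1 at an unadjusted p under 0.05).

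For adhesion, matrix and migration, 66 of the 73 genes were listed. Of these, 7 were lower and 6 were higher at an adjusted p under 0.05, against 2.44 and 3.20 expected, and 24 passed when adjusted over the list alone, 14 of them lower. The 7 lower genes gave an adjusted p of 0.034 by Fisher's exact test. The list did not move as a whole, since its median log2 fold change was −0.00 and 33 of its genes were fitted as lower and 33 as higher. In its mean centred log2 value, too, the groups overlapped, with 0.014 in miR-21-3p replicate 1 and −0.015 in NC replicate 2. MMP13 fell most among the lower genes (log2 fold change −0.78), followed by AXL (−0.40), while ITGA1 (0.55), MET (0.44) and FN1 (0.43) were higher. These genes were picked by their values. Without NC replicate 1, NC replicate 3, miR-21-3p replicate 1 or miR-21-3p replicate 3, where 5 to 141 lower DEGs were left in all, the adjusted p of the list rose to 0.084, 1, 0.28 and 1. With a pseudocount of 0.1, the adjusted p of the list was 0.064. Over the alternatives that kept all samples, it ranged from 2.4e-06 to 1.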

Consistently, the DAVID analysis highlighted similar biological processes, including the interferon-gamma-mediated signaling pathway (Figure S6, DAVID). On the other hand, almost all the upregulated genes in KCs were found in the categories related to immune responses and cellular proliferation, involving cell division, mitotic machinery, cell cycle transition, DNA replication, DNA repair, metabolic processes, RNA machinery, etc. 

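Of the 64 genes of an interferon-gamma list (receptor, signalling, HLA and induced genes), 50 were listed. Lower DEGs numbered 7, against 1.85 expected, and higher DEGs 2 (adjusted p = 0.0080 for the lower ones by Fisher's exact test). The same 9 genes passed when adjusted over the list alone. The median log2 fold change of the list was −0.07, and 35 of the 50 genes were fitted as lower. The groups overlapped, since the mean centred log2 value of the list was 0.024 in miR-21-3p replicate 2 and 0.0066 in NC replicate 2. The lower genes were GBP2 (log2 fold change −0.60), CIITA (−0.55), TRIM22 (−0.49), PRKCD (−0.38), SP100 (−0.27), TRIM8 (−0.21) and CAMK2G (−0.18), and the higher ones were PTPN1 (0.25) and OAS3 (0.29). On recovered reads, the adjusted p of the list lay on both sides of the threshold. It missed with DESeq2 (0.057) and with edgeR with upper-quartile factors (0.068) or at least 10 reads in every sample (0.0504). It passed with edgeR's quasi-likelihood test (0.044), and with edgeR with RLE factors (0.047), no filter (0.027) or a replicate block (0.034). Over all alternatives that kept the 6 samples, it ranged from 0.0030 to 1. It was 0.084 without NC replicate 1, 0.81 without miR-21-3p replicate 1, and 1 without NC replicate 3 or miR-21-3p replicate 3. In those fits 5 to 141 lower DEGs were left in all, and the median of the list stayed between −0.082 and −0.041 with each sample left out.

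A list of genes induced by type I interferon did not go down. Of its 41 listed genes, 4 were higher (IFIT1, IFIT3, IFIT5 and OAS3, with log2 fold changes between 0.21 and 0.29) and 1 was lower (STAT2, −0.16), and the adjusted p by Fisher's exact test was 1 for lower and 0.29 for higher genes. When adjusted over the list alone, 5 were higher and 3 lower. The median of the list was −0.00. None of these 5 genes was a DEG without NC replicate 1 or 3, or without miR-21-3p replicate 1 or 3, where limma's adjusted p lay between 0.054 and 0.17. IFIT3, IFIT5 and STAT2 were also no DEGs without miR-21-3p replicate 2 (0.069, 0.053 and 0.059), and without the mean-variance trend limma's adjusted p of all 5 lay between 0.15 and 0.19.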

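Cell cycle genes were higher in KCs overexpressing miR-21-3p. Of 54 genes of a published list for the G2/M phases, 44 were higher DEGs, against 2.62 expected, and none was a lower one (adjusted p = 2.1e-47 by Fisher's exact test). When adjusted over the list alone, 51 of the 54 passed. All 54 were fitted as higher, with a median log2 fold change of 0.31. Of 42 listed S phase genes, 18 were higher DEGs against 2.04 expected (adjusted p = 3.1e-12 by Fisher's exact test), 33 passed when adjusted over the list alone, and the median was 0.28. RRM2 (log2 fold change 0.79) and MCM6 (0.58) rose most in the S phase list and CDK1 (0.42) and BIRC5 (0.40) in the G2/M list.

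For the S phase genes, the NC samples alone spanned a wider range than the difference between the group means. Their mean centred value on the log2 scale was −0.14 ± 0.16 (SD, n = 3) in NC samples and 0.14 ± 0.089 in miR-21-3p samples. For the G2/M genes it was −0.15 ± 0.14 and 0.15 ± 0.052. In both lists the lowest miR-21-3p sample, replicate 2, lay above the highest NC sample, replicate 2, by little for the S phase (0.052 against 0.036). With 3 samples against 3, an exact permutation test cannot give a p below 0.1. By Fisher's exact test, the over-representation of S phase genes was lost without NC replicate 1 (adjusted p = 0.084), NC replicate 3 (1), miR-21-3p replicate 1 (0.75) or miR-21-3p replicate 3 (1). That of the G2/M genes was lost without NC replicate 3 (1), miR-21-3p replicate 1 (0.20) or miR-21-3p replicate 3 (1), where few DEGs are left. The medians of both lists stayed above 0 in all 6 of these fits, between 0.22 and 0.35 for the S phase and between 0.25 and 0.38 for the G2/M phases. From the enrichments among its upregulated genes, the paper proposes that miR-21-3p raises genes of cellular survival and proliferation. On that ground, and because excess growth of KCs marks psoriatic plaques, it examines the proliferation of KCs next.

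**Figure D1:**
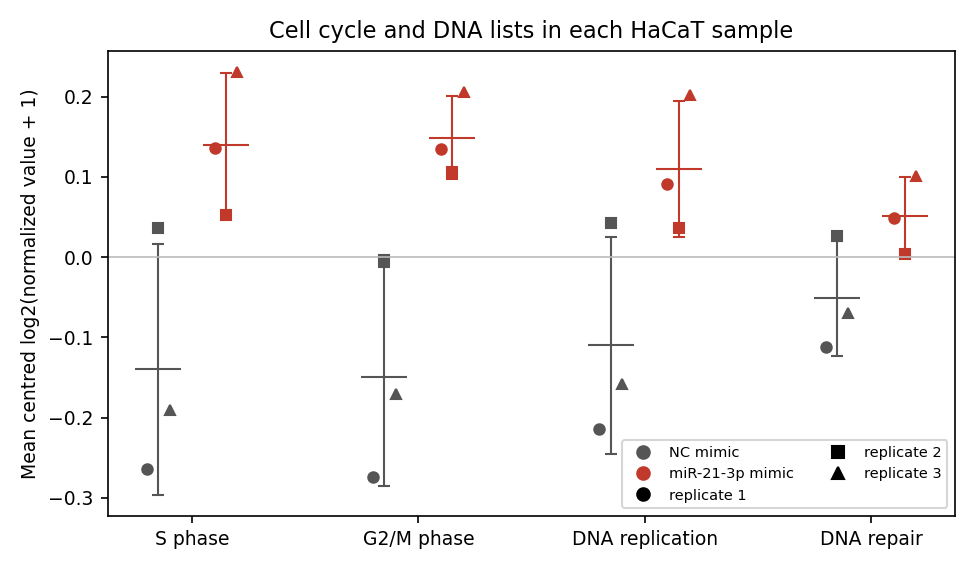
Mean of log2(normalized value + 1) over the genes of 4 lists in each HaCaT sample, after each gene was centred on its mean over the 6 samples. Symbols are samples (grey for NC mimic, red for miR-21-3p mimic), long lines are means and bars are SDs of 3 samples. NC replicate 2 lies at 0.036 for the S phase list, near miR-21-3p replicate 2 at 0.052, while NC replicates 1 and 3 lie at −0.26 and −0.19.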

(Figure 6C and Figure S6, DAVID and ShinyGO). It worth pointing out the enrichment for the NIK/NF-κB signaling pathway, as well as the T cell receptor signaling and response to cytokine IL-22-dependent pathways.

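From general knowledge, the NIK/NF-κB and T cell receptor terms of annotation databases were taken to hold many proteasome subunits. The membership of these terms was not examined here. The subunits were tested apart from the other genes of the pathways. Of 29 listed proteasome subunits, 14 were higher DEGs, against 1.41 expected (adjusted p = 1.3e-10 by Fisher's exact test), and 23 passed when adjusted over the list alone. All 29 were fitted as higher, with a median log2 fold change of 0.20, and PSMD1 (0.38) and PSMC4 (0.34) rose most. Of the 29 listed NIK/NF-κB genes that are not proteasome subunits, only CUL1 was a DEG (log2 fold change 0.19, limma's adjusted p = 0.030), the adjusted p for higher genes was 1, and the median was −0.03. CUL1 was the only one when adjusted over the list alone, and it was no DEG without NC replicate 1 (0.078), NC replicate 3 (0.14), miR-21-3p replicate 1 (0.12) or miR-21-3p replicate 3 (0.14), nor without the mean-variance trend (0.15). None of the 8 T cell receptor genes that were listed, of 28, was a DEG, nor did any pass when adjusted over the list alone (1 at an unadjusted p under 0.05, median 0.03, adjusted p = 1 by Fisher's exact test). The median of the proteasome subunits exceeded that of the 37 other genes of both pathways by 0.22 on the log2 scale (permutation test over genes, two-sided, p = 0.0001, the smallest that 10000 permutations can give), and by between 0.16 and 0.25 with each sample left out. The permutation treats genes as independent and does not measure variation between samples. Tests that allow for correlation gave the proteasome list an adjusted p of 0.42 (camera with estimated correlation) and 0.092 (fry). The over-representation of proteasome subunits had an adjusted p of 1 without NC replicate 1 or 3 or miR-21-3p replicate 1 or 3. In those fits 3 to 181 higher DEGs were left in all, and the median of the list stayed between 0.16 and 0.24 with each sample left out.

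Of 39 genes of IL-22 signalling and of KC activation in psoriasis, 18 were listed. IL1B (log2 fold change 0.55) and KRT6A (0.34, uncertain because the counting could split reads with its near copies KRT6B and KRT6C) were higher, whereas LCN2 (−0.33), TGM1 (−0.29) and STAT3 (−0.19) were lower. By Fisher's exact test, the adjusted p was 0.43 for higher and 0.076 for lower genes, and the median of the list was −0.10. Without miR-21-3p replicate 2, the adjusted p for lower genes was 0.04998. When adjusted over the list alone, 3 genes were higher and 3 lower. Without miR-21-3p replicate 1, the adjusted p for higher genes was 0.047, the lowest of all alternatives, which reached 1. LCN2, TGM1 and STAT3 were not DEGs without NC replicate 1 or 3, or without miR-21-3p replicate 1 or 3 (limma's adjusted p between 0.054 and 0.19). IL1B and KRT6A were not DEGs without NC replicate 3 (0.055 and 0.051) or without miR-21-3p replicate 3 (0.063 and 0.052). Without the trend, limma's adjusted p was 0.078 for IL1B, 0.097 for KRT6A and between 0.14 and 0.20 for LCN2, STAT3 and TGM1.

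**Figure D2:**
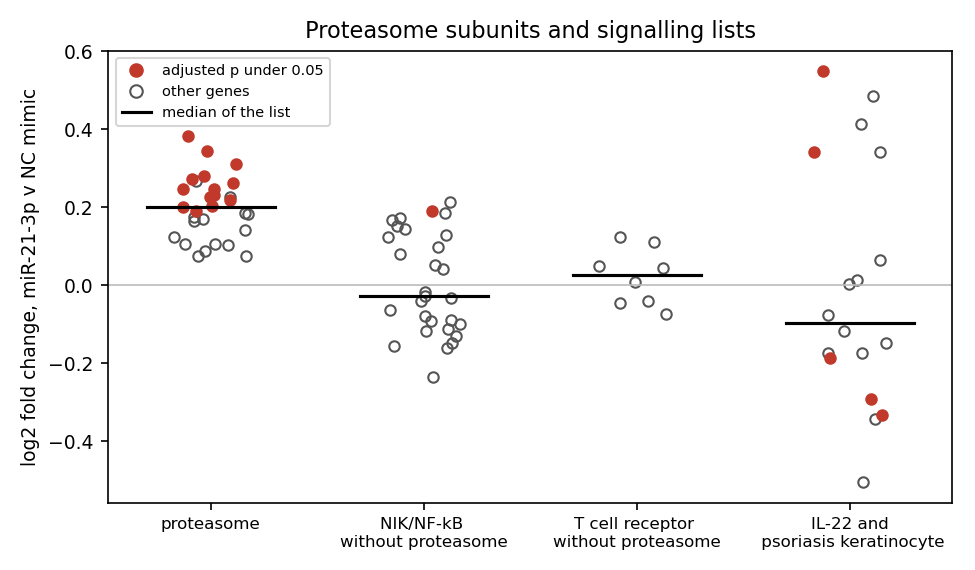
Log2 fold change between miR-21-3p and NC samples for each gene of 4 lists. Filled red points have an adjusted p under 0.05 from limma, open points do not, and lines are medians. The 29 proteasome subunits all lie above 0 with a median of 0.20, and the 29 other NIK/NF-κB genes lie on both sides of 0 with a median of −0.03.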

The proximal region (<600 bp) of these sets of DEGs was also analyzed and significant enriched motifs in promoters were found (Figure S8). Among the motifs that were significantly enriched in the downregulated gene set, the NR2C2 transcription factor gene, also known as TR4, and its motif were noted in this set. This nuclear receptor and the members of this family participate in many biological processes, such as development, cellular differentiation, and homeostasis [35,36]. 

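NR2C2 (ENSG00000177463.11) lies on chromosome 3 of GRCh38 from 14947584 to 15053600. Its normalized value was 1700 ± 60 (SD, n = 3) in KCs overexpressing miR-21-3p and 2133 ± 119 (SD, n = 3) in NC samples. The log2 fold change was −0.33 (standard error 0.054, adjusted p = 0.0072 from limma), and all 3 miR-21-3p samples lay below all 3 NC samples. With each sample left out in turn, the log2 fold change stayed between −0.37 and −0.29, and the adjusted p passed 0.05 without NC replicate 3 (0.078) and without miR-21-3p replicate 3 (0.089). Without the mean-variance trend, limma's adjusted p was 0.14, the highest of its alternatives, of which the lowest was 5.4e-05 from DESeq2. The 3′ UTR of its longest coding transcript, of 6265 bases, holds 2 matches to bases 2 to 8 of miR-21-3p (TGGTGTT). Motif enrichment in promoters was not analysed here.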

Most of the significant motifs include transcription factor motifs implicated in differentiation processes, such as ZNF281 for embryonic stem cell differentiation; the TCF3 motif of the E protein family, which plays a critical role in lymphopoiesis, required for B and T lymphocyte development; and MZF1 for hemopoietic development [37,38]. One motif of NFKB1 was also included in this gene set [39,40].

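Members of the E2F family of transcription factors differed in their change. E2F2 (ENSG00000007968.6, chromosome 1 of GRCh38, 23506430 to 23531220) had a normalized value of 2200 ± 62.4 (SD, n = 3) in KCs overexpressing miR-21-3p and 1597 ± 100 in NC samples. Its log2 fold change was 0.46 (standard error 0.054, adjusted p = 0.0020 from limma), between 0.43 and 0.51 with each sample left out, and its adjusted p was above the threshold without miR-21-3p replicate 3 (0.052) and without the mean-variance trend (0.098), over a range from 3.0e-09 to 0.098. E2F1 rose by 0.27 (standard error 0.11, adjusted p = 0.13 from limma) and passed the threshold without NC replicate 2 (0.043) or miR-21-3p replicate 2 (0.033). For E2F6 the log2 fold change was 0.29 (standard error 0.11, adjusted p = 0.10 from limma). E2F4 did not change beyond its error (−0.04, standard error 0.048, adjusted p = 0.66 from limma).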

For upregulated genes, there was an over-representation of motifs belonging to the EF2 promotor family (2 E2F1, 1 E2F2, 1 E2F4 and 1 E2F6), of which the E2F2 gene was augmented. The E2F family plays a crucial role in cell cycle control and tumor suppressor activity [41]. In the same way, KLF7 regulates cell proliferation, differentiation, and survival [42], as well as NRF1, regulating cellular growth and nuclear genes required for respiration, heme biosynthesis, and mitochondrial DNA transcription and replication [43,44]. Another transcription factor family that was over-represented was the CxxC family, which is implicated in chromatin organization and chromatin regulation/acetylation and in methylation patterns following DNA replication. There was also the HES4 motif, a transcriptional repressor implicated in the PI3K-Akt signaling pathway, and ELK4, related to the NGF pathway and ERK signaling.

To further evaluate whether the transcriptomic change observed in our study might correlate with a similar change in situ, in KCs derived from psoriatic lesions, we took advantage of the data recently published by the team of Sonkoly on the KC transcriptome in psoriasis, which showed an IL-22 enrichment, for a comparison with our data [9]. Thereby, we established a series of comparisons between differentially expressed genes in KCs overexpressing miR-21-3p versus psoriasis lesional skin (PP) or psoriasis non-lesional skin (PN) and healthy skin (H). If most of the DEGs in KCs overexpressing miR-21-3p are distinct (1149/1544) from those found in PP and PN, all DEGs in common (395/1544—25%) concern the DEGs of PP, of which 87 were shared strictly with PP vs. H and 303 were shared with PP vs. H and PP vs. PN (Figure 7A). The significantly enriched biological processes of these 395 genes concerned DNA replication and the cell cycle (Figure 7B). Moreover, regardless of the number of DEGs in common, the significantly enriched biological processes of all the upregulated genes in KCs overexpressing miR-21-3p and the top 10 genes in PP were similar (Figure 7A) [9]. These biological processes concerned DNA replication and repair, the cell cycle, and NIK/NF-kappaB signaling. Conversely, the development and differentiation processes of KCs were not shared. 

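Of 48 listed DNA replication genes, 12 were higher DEGs in KCs overexpressing miR-21-3p, against 2.33 expected, and 29 were higher when adjusted over the list alone (adjusted p = 1e-05 by Fisher's exact test, median log2 fold change 0.22). MCM10 (0.53) rose most after MCM6. Of 64 DNA repair genes, 14 were higher DEGs, against 3.11 expected (adjusted p = 1e-05 by Fisher's exact test). When adjusted over the list alone, 18 repair genes were higher and 2 lower, and the median was 0.12. In both lists NC replicate 2 lay inside the range of the miR-21-3p samples, so that the groups overlapped. Its mean centred log2 value was 0.043 for replication, against 0.036 in miR-21-3p replicate 2, and 0.027 for repair, against 0.0037. The adjusted p of both lists was 1 without NC replicate 1 or 3 or miR-21-3p replicate 1 or 3. In those fits 3 to 181 higher DEGs were left in all, so Fisher's exact test could hardly call a list. The medians stayed above 0 with each sample left out, between 0.16 and 0.29 for replication and between 0.079 and 0.17 for repair. The psoriatic skin data of the comparison were not used here.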

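Of 47 genes of KC differentiation (suprabasal keratins, cornified envelope, desquamation and regulators), 27 were listed. TGM1, FLG and SCEL were lower DEGs (log2 fold changes −0.29, −0.25 and −0.21) and KLK7 was a higher one (0.25). By Fisher's exact test the adjusted p was 0.19 for lower and 1 for higher genes. When adjusted over the list alone, 3 were lower and 3 higher. The median log2 fold change was 0.05, and 16 of the 27 genes were fitted as higher and 11 as lower. TGM1, FLG, SCEL and KLK7 were not DEGs without NC replicate 1 or 3, or without miR-21-3p replicate 1 or 3 (limma's adjusted p between 0.053 and 0.20), nor was FLG without miR-21-3p replicate 2 (0.055). Without the mean-variance trend, limma's adjusted p of these genes lay between 0.16 and 0.20.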

No significant similarly enriched biological processed (GO terms) were found with downregulated genes, even among those concerning differentiation and development (Table 2).

In the following part of this study, we intended to validate the occurrence miR-21-3p-dependent cellular processes, as revealed by our RNA-seq results. For that purpose, we next assessed the effect of miR-21-3p on KC proliferation and migration.

### 3.6. miR-21-3p Promotes Keratinocyte Hyperproliferation

Since miR-21-3p overexpression upregulates genes related to cellular survival and proliferation, as suggested above, and since KC hyperproliferation is a hallmark feature of psoriatic plaque formation, we examined the impact of miR-21-3p overexpression on KC proliferation. To this end, we overexpressed or inhibited miR-21-3p in KCs, using oligomers. The efficiency of miR-21 overexpression (Figure S5A,B) and inhibition (Figure S5C) was confirmed via RT-qPCR analysis. Then, we assessed the proliferation via a crystal violet assay, an XTT assay, and Ki67 and PI staining for the cell cycle (Figure 8 and Figure S10).

The crystal violet assay indicated that KC density depended on miR-21-5p and miR-21-3p expression status (Figure 8A and Figure S10A). Indeed, kinetic studies indicated that KCs overexpressing miR-21-5p or miR-21-3p presented better growth compared to negative controls and to miR-21-5p or miR-21-3p inhibition over time. We also noted a more rapid increase in proliferation for miR-21-3p-expressing KCs at an earlier time (starting from 24 h) than KCs overexpressing miR-21-5p (Figure 8A). These observations were reinforced by the XTT results, which showed a highly significant amplified proliferation rate for miR-21-3p overexpression compared to negative controls (NC) and miR-21-5p mimics (Figure 8B). It is noteworthy that miR-21 inhibition resulted in a limited proliferation enhancement (Figure S10B). Accordingly, we observed an increased expression of the proliferation marker Ki67 in miR-21-overexpressing KCs, whereas Ki67 was reduced when miR-21 was inhibited (Figure 8D). The outcome of miR-21 inhibition was modest compared to the efficiency (Figure S10D). According to the literature, RT-qPCR data could incorrectly indicate a higher inhibition of miRNA due to masking effects [45]. Nevertheless, in our case, miR-21 inhibition gave encouraging results, in line with miRNA mimic data. In addition, cell cycle analysis revealed a significant 15% increase in S-phase-proliferating miR-21-3p-overexpressing KCs compared to NCs (Figure 8C). Consequently, this increase was absent upon miR-21-3p inhibition (Figure S10C). Furthermore, the percentage of S-phase-proliferating cells compared to G0-G1 cells was 13% for miR-21-5p-overexpression in KCs, whereas it reached 30% for miR-21-3p-overexpressing KCs. Given all these results, we analyzed CylcinD1, an essential regulator of G1-S phase transition that promotes cell proliferation, at the mRNA level via RTqPCR analysis, and the proteomic level via Western blot analysis (Figure S9) [46]. Consistently, the overexpression of miR-21-3p and miR-21-5p resulted in 2.7-times and 1.7-times increases in CyclinD1 mRNA expression, respectively (Figure S9A). At the protein level, the overexpression of both miR-21 strands caused CyclinD1 upregulation, with 33% and 39% for miR-21-5p and miR-21-3p mimics, respectively (Figure S9B). Overall, these results support the RNAseq data, suggesting that miR-21-3p promotes the hyperproliferation of KCs.

## 4. Discussion

Despite all the findings and research advances in the biology miRNAs, skin miRNAs remain a relatively recent area of study, lacking understandings and mechanistic insights on the role and function of miRNAs in skin biology and disorders. In this study, we were interested in investigating miR-21, in particular the miR-21-3p strand, which is poorly studied in cutaneous systems. For this reason, we evaluated the expression of the two versions of miR-21 (5p and 3p) and showed their increased expression in the development of psoriasis. In the literature, only one study in addition to our results revealed the upregulation of miR-21-3p, considered as passenger strand, in psoriatic lesions, without further investigations of its role in psoriasis [23]. Interestingly, only few days ago, Li et al. showed an upregulation of miR-21-3p in NHEK co-cultured with psoriatic dermal mesenchymal stem cells, pointing to the importance of this passenger miRNA in psoriasis [47]. Although miR-21-3p expression was lower than that of miR-21-5p, our findings are in agreement with previous evidence suggesting that the passenger strand is usually less abundant than the mature miRNA strand [23,48]. Similar observations were noted in ovarian cancer and in UV-induced KC inflammation models [23,49]. However, for the first time, the current study demonstrates the co-expression of leader and passenger strands of miRNAs in skin, long thought to be subject to strand selection, which is believed to be dependent on the relative thermodynamic stability of the two ends of the duplex. The leader strand is considered the effective strand, whereas, until now, no clear and solid evidence has existed concerning the fate and the mechanism of removal or degradation of the passenger strand. Some studies have reported that this passenger strand might be destined either to be degraded as a mere carrier strand or to be expressed abundantly as a potential functional guide miRNA [48,50,51,52,53]. This study introduces new evidence on the potential functional expression of both strands, which has been underestimated.

Even though the etiology of psoriasis is still not fully understood, a complex crosstalk between KCs and the abnormal activation of the innate as well as adaptive immune responses that drive epidermal hyperplasia via a large panel of inflammatory mediators, is very well defined [27]. Therefore, we examined cytokines to search for a potential trigger of miR-21 using a correlation statistics test. We identified IL-22 as a major trigger of miR-21 in lesional skin, with a strong relationship with miR-21-3p. Furthermore, we confirmed these results in vitro using different KC cell types and human skin biopsies, as well as in vivo using an IL-22^−/−^ IMQ mouse model. Of note, we were expecting an upregulation of miR-21-3p expression in IL-22-treated IL-22^−/−^ mice, but these mice did not modulate its expression. This suggests the interference of other mediators that are not observed under steady-state conditions. Indeed, IL-1β and TNF-α were shown to stimulate miR-21-3p expression in human aortic endothelial cells [54]. Most probably, the inflammatory storm in psoriasis drives the activation of several inflammatory pathways that, in one way or another, promote miR-21-3p expression either by recruiting immune cells or by inducing the hyperproliferation of KCs. Nevertheless, we believe that the primary induction of miR-21-3p by IL-22 would initiate both KC hyperproliferation and an exacerbated inflammatory response, leading to the formation of a positive feedback loop, which may interfere with miR-21-3p transcription. However, the use of RILES technology allowed us to underline the functional activity of miR-21-3p in KCs in response to IL-22 stimulation, consequently putting this cytokine at the center of psoriasis immunopathology and miRNA modulation [55,56].

We also demonstrated that IL-22 induces miR-21-3p transcription directly or indirectly through STAT3 and NF-κB signaling, which are crucial mediators of several biological and immunological processes, including inflammation and proliferation, subsequently ensuring the connection between KCs and immunocytes in the pathogenesis of psoriasis [57,58]. These results suggest that the overexpression of miR-21 in psoriatic KCs is likely a consequence of the production of excess inflammatory cytokines, in particular IL-22 in skin lesions, and may be implicated in the occurrence of epidermal hyperplasia in psoriasis. Thus, in the forthcoming years, a global view of the psoriasis immunopathogenesis events is needed in order to understand the connections between all inflammatory actors, from cellular to molecular mediators, including miRNAs. We would like to address a curious difficulty in the detection of NF-κB signaling mediated by IL-22, as the time of detection is challenging. A possible explanation is that IL-22 upregulates miR-21-3p, which has been revealed to impair p65 nuclear translocation [54]. Hence, it is only at early stages of IL-22 stimulation that NF-κB induction detection would be possible.

In line with our hypothesis that miR-21-3p and the IL-22 axis play essential roles in psoriasis, we performed RNA-seq analysis in miR-21-3p-overexpressing KCs to gain deeper insights into the transcriptome. Our results highlight an overall upregulation in the categories related to immune responses and cellular proliferation and a downregulation of networks related to the interferon-gamma-mediated signaling pathway and differentiation processes. These observations on the proliferation–differentiation balance were confirmed by multiple functional assays that validated the capacity of miR-21-3p to boost KC proliferation and migration. A very interesting and intriguing outcome of miR-21-3p overexpression is the downregulation of IFN-γ signaling pathways. Undeniably, IFN-γ is a critical cytokine involved in several cellular processes and defenses including proliferation and innate-adaptive immunity against invading pathogens. In steady-state conditions, IFN-γ drives the growth arrest of KCs [59]. This is in line with the proliferative properties of miR-21-3p observed in our study. On the other hand, in psoriasis, IFN-γ is thought to mediate T cells’ interactions with KCs. Furthermore, IFN-γ was shown to correlate with disease severity and prognosis [60]. Incontrovertibly, the downregulation of IFN-γ signaling raises a fundamental question about the nature of miR-21-3p regulation in psoriasis and points to its cell-specific function. Hence, further investigations on the function of miR-21-3p in other cellular subsets would be required in order to understand its regulatory mechanism in inflammatory diseases. Additionally, miR-21-3p overexpression upregulated genes linked to non-canonical NF-κB and T cell receptor signaling. These findings point to a probable role of miR-21-3p in exacerbating the inflammatory response. 

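The gene of NIK, MAP3K14 (ENSG00000006062.9, chromosome 17 of GRCh38, 45263119 to 45317145), had a normalized value of 1069 ± 107.5 (SD, n = 3) in KCs overexpressing miR-21-3p and 1099 ± 103.1 in NC samples. The log2 fold change was −0.04 (standard error 0.083, adjusted p = 0.79 from limma), and it turned positive without NC replicate 1 (0.02) or miR-21-3p replicate 2 (0.04). NFKB2, which encodes the precursor of p52, had a log2 fold change of −0.09 (standard error 0.059, adjusted p = 0.38 from limma). For RELA, which encodes p65, it was −0.08 (standard error 0.052, adjusted p = 0.37 from limma).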

In fact, NF-κB hyperactivation is one of the main factors causing inflammation in psoriasis. The upregulation of non-canonical NF-κB signaling is dependent on NIK (MAP3K), which would mediate a long and persistent activation of the p52 complex [61]. It is plausible that NIK promotes TCR-stimulated STAT3 phosphorylation, thereby regulating the polarization of T naïve cells into T_H_17 phenotypes and promoting the proliferation of KCs [62]. This could be a very interesting point to consider, as the IL-17/IL-23 axis plays an essential role in the pathogenesis of psoriasis [63,64]. IL-23 inhibitors revolutionized the management of psoriasis with their high efficacy and the fact that they were well-tolerated when used as treatments for moderate-to-severe-plaque psoriasis [63,65,66]. More recently, the strength of IL-17 has been proven with the use of the new generation of biologics against IL-17A and IL-17F. Indeed, patients with moderate-to-severe-plaque psoriasis treated with IL-17 inhibitors achieved a long-lasting PASI > 90 [67,68,69,70]. Altogether, the RNA-seq results provide accumulating evidence on the abnormal immune regulatory genes induced by miR-21-3p overexpression, which are involved in the molecular pathogenesis of psoriasis.

Finally, this study highlights the pleiotropic functions of miR-21-3p in the cutaneous system, from regulating proliferation and cell survival to potentially modulating innate and adaptive immunity. In light of these findings, the role of miR-21-3p should be further addressed in upcoming studies by covering the different cell subsets present in the skin, such as melanocytes, T cells, Langerhans cells, etc. Altogether, these results open novel therapeutic strategies in which miR-21 inhibition of both strands should be considered. Furthermore, one can imagine a combination of therapeutics, in which the naturally occurring IL-22 antagonist (IL-22BP) could serve as a complement to counterbalancing or limiting miR-21 induction, without inducing side effects as in the case of biologics.

## Figures and Tables

**Figure 1:**
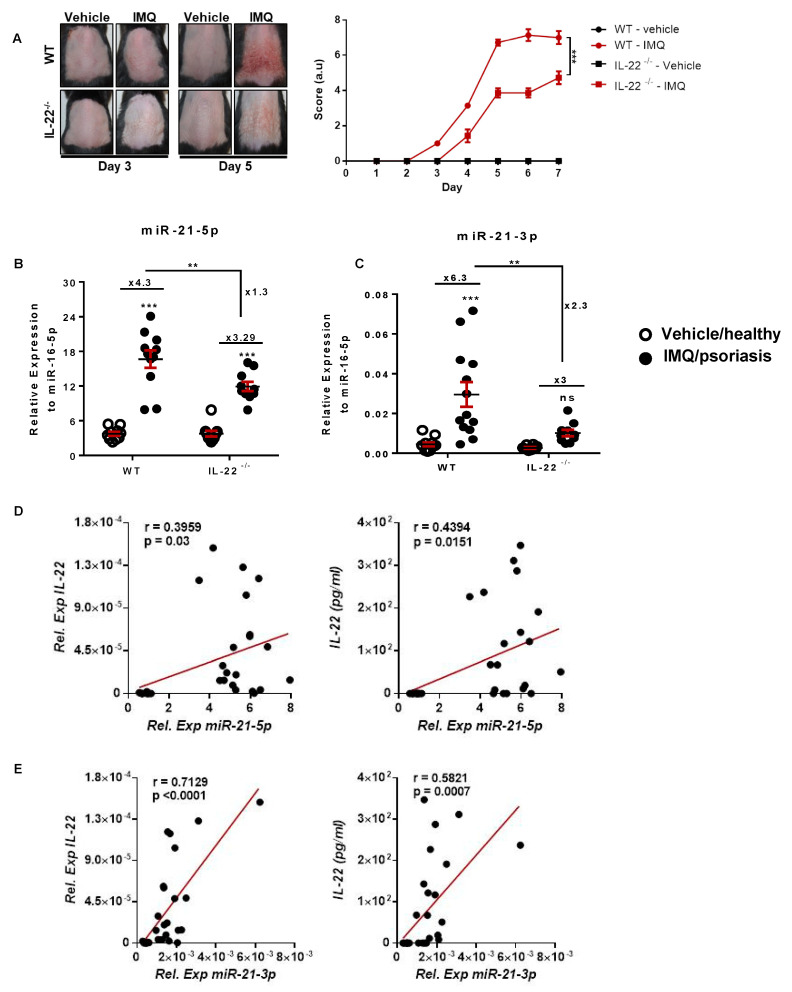
miR-21 (5p and 3p) expression patterns during psoriasis development. IMQ was applied daily for 6 consecutive days on the shaved backs of C57BL/6 wild-type (WT) and IL-22-knockout mice (IL-22^−/−)^. Pathogenesis was studied from day 1 to day 7. (**A**) Pictures of mice representing skin lesions throughout the development of psoriasis skin lesions (left), cumulative score representations (a.u.) of erythema and scaling, on the back skin, scored daily on a scale from 0 (absence of severity) to 4 (highest severity) (right). (**B**,**C**) RT-qPCR quantification of the relative expression of miR-21-5p- or miR-21-3p-to-miR-16-5p levels in lesional skin of mice treated with IMQ. (**D**) Pearson correlations established in 30 mice comparing the relative expression of miR-21-5p and IL-22 relative expression or IL-22 concentration (pg/mL) from skin protein lysates, assayed by ELISA. (**E**) Pearson correlations established in 30 mice comparing the relative expression of miR-21-3p and IL-22 relative expression or IL-22 concentration (pg/mL) from skin protein lysates, assayed by ELISA. Data information: results are presented as mean values ± SEM. Data are representative of two independent experiments with five mice per group. The statistical comparisons between groups were performed using the two-tailed Student *t*-test: ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
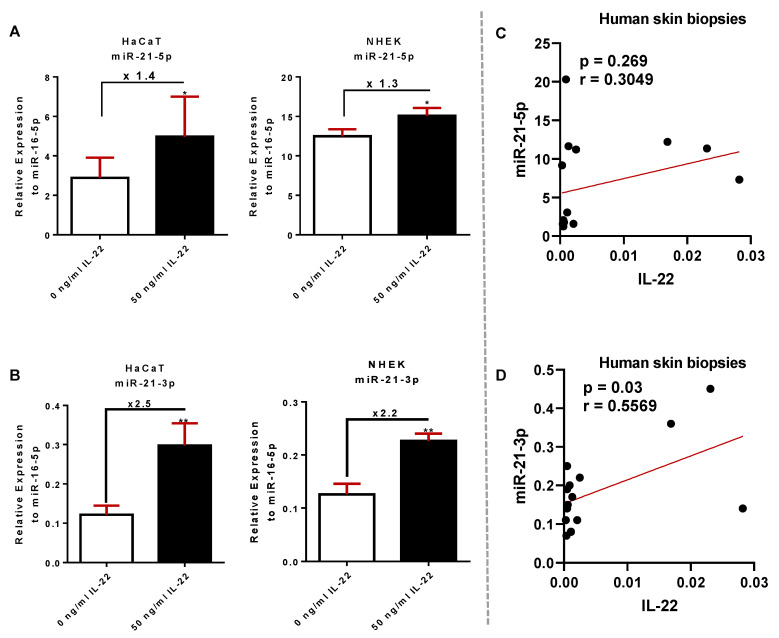
IL-22 correlates with miR-21-3p and to a minor extent with miR-21-5p induction. (**A**) RT-qPCR quantification on the relative expression of miR-21-5p compared to miR-16-5p levels in HaCaT cells and NHEKs stimulated with 50 ng/mL IL-22 for 24 h. (**B**) RT-qPCR quantification of the relative expression of miR-21-3p compared to miR-16-5p levels in HaCaT cells and NHEKs stimulated with 50 ng/mL IL-22 for 24 h. (**C**) Pearson correlations between relative the expression of miR-21-5p and IL-22 in human skin biopsies from healthy (*n* = 10) and psoriatic individuals (*n* = 9). (**D**) Pearson correlations between the relative expression of miR-21-3p and IL-22 in human skin biopsies from healthy (*n* = 10) and psoriatic individuals (*n* = 9). Data information: results are presenteds as mean values ± SEM. Data are representative of three independent experiments done in triplicates. The statistical comparison between groups was performed by using a two-tailed Student’s *t*-test: * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
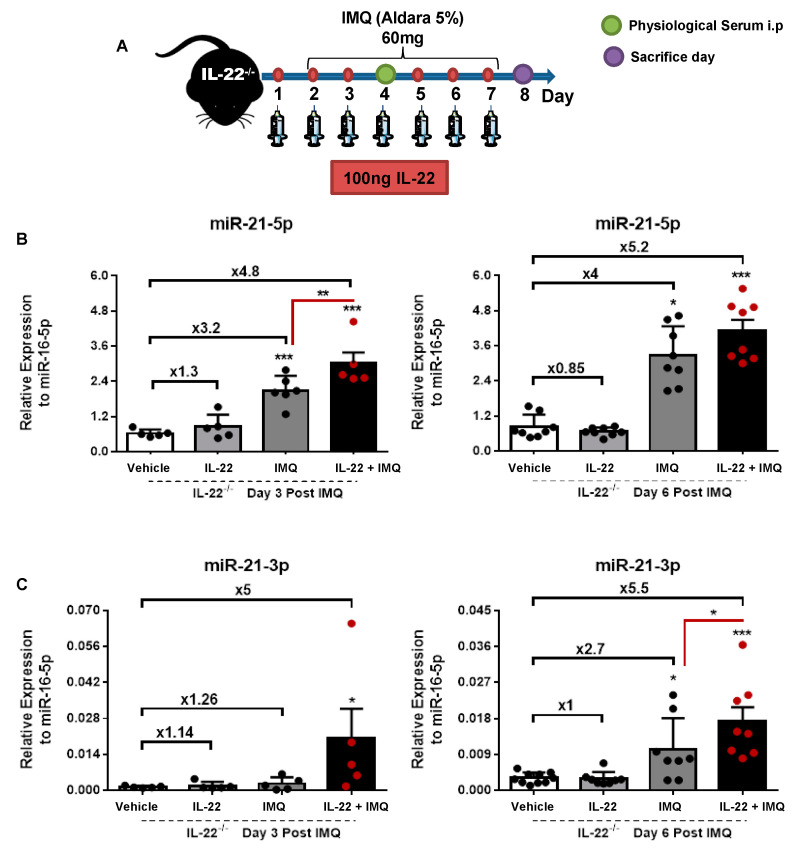
miR-21 induction in psoriasis is IL-22-dependent. (**A**) Schematic representation of IMQ-induced psoriasiform or control mice (vehicle application)—time course of IL-22^−/−^ mice that received 100 ng of IL-22 or an equivalent amount of physiological serum subcutaneously on the shaved area, one day before the induction of pathogenesis and up to day 7. (**B**) Relative expression of miR-21-5p to miR-16-5p at day 3 and day 6 post-IMQ application in vehicle mice (white histogram), IL-22-treated mice (light gray histogram), IMQ induced psoriasiform mice (dark gray histogram), and IMQ-induced psoriasiform mice treated with IL-22 (black histogram). (**C**) Relative expression of miR-21-3p to miR-16-5p at day 3 and day 6 post-IMQ application in vehicle mice (white histogram), IL-22-treated mice (light gray histogram), IMQ-induced psoriasiform mice (dark gray histogram), and IMQ-induced psoriasiform mice treated with IL-22 (black histogram). Data information: results are presented as mean values ± SEM. Data are representative of two independent experiments with at least five mice per group. The statistical comparison between groups was performed using two-way ANOVA: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
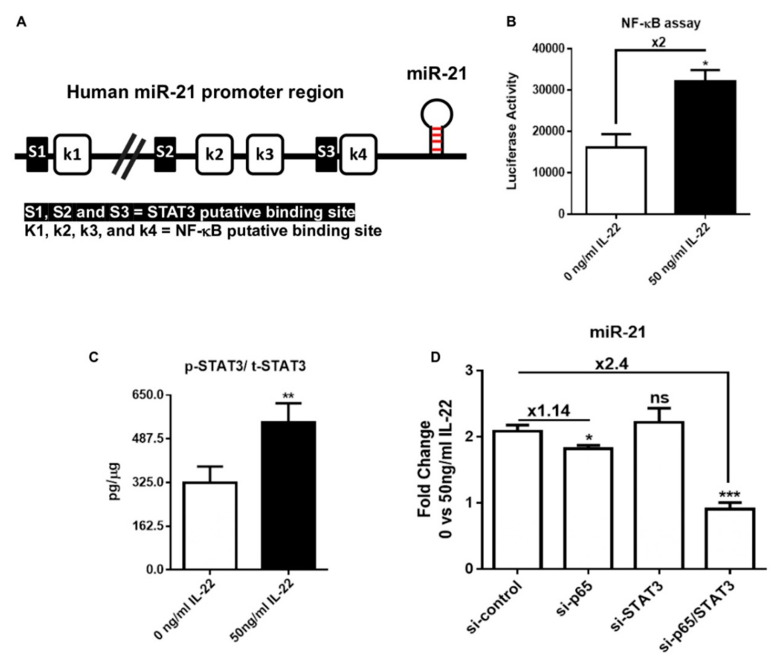
Requirements of STAT3 and NF-κB signaling for the induction of miR-21-3p in IL-22-stimulated keratinocytes. (**A**) Schematic representation of the miR-21 promoter gene with the putative binding sites for STAT3 (S1, S2, and S3) and NF-κB (k1, k2, k3, and k4) transcription factors. (**B**) The luciferase activity of NF-κB in HaCaT cells transfected with NF-κB luciferase reporter construct was measured after 24 h of 50 ng/mL IL-22 stimulation. (**C**) IL-22 induction of the STAT3 pathway in HaCaT cells was evaluated using a cell-based ELISA kit. (**D**) Representation of the fold change in miR-21 (5p and 3p) relative expression, assessed via RT-qPCR. The fold change corresponds to the ratio of 50 ng/mL IL-22 over 0 ng/mL IL-22-treated HaCaT cells and silenced with si-Ctrl, si-p65, si-STAT3, or si-p65/STAT3 for 24 h. Data information: results are presented as mean values ± SEM. Data for B and C are representative of two independent experiments and for D are representative of three independent experiments performed in triplicate. The statistical comparison between groups was performed using the two-tailed Student’s *t*-test: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
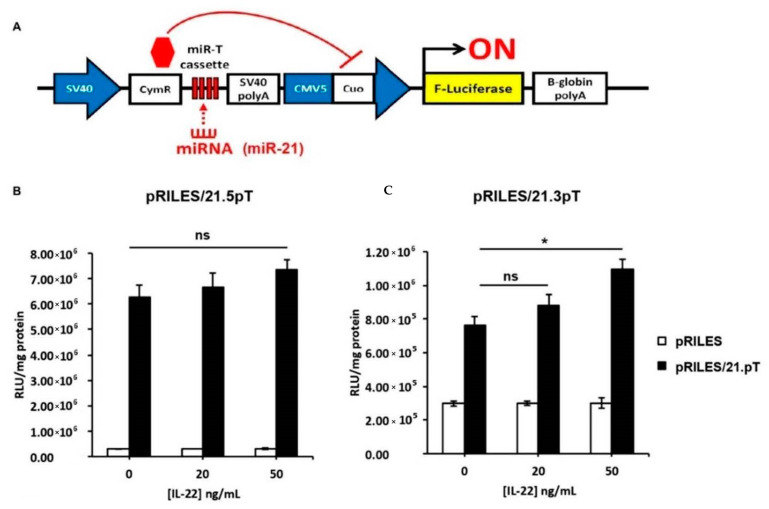
Functional assay using the RNAi-inducible luciferase expression system (RILES) to monitor miR-21 activity in HaCaT cells. (**A**) Schematic representation of the RILES construction. Briefly, the firefly luciferase reporter gene is repressed by a translational repressor (CymR—in red). The latter is under the control of the miR-21 cassette (miR-21.5pT or miR-21.3pT cassette, black histogram). Thus, the binding of miR-21-5p or miR-21-3p to the miR-21.5pT and miR-21.3pT cassette, respectively, results in CymR degradation that is translated by luciferase expression. Changes in luciferase levels reflect whether or not a miRNA can induce CymR mRNA degradation or translation arrest, which indicate miRNA functionality. An empty miR cassette, pRILES, was used as a control plasmid. (**B**,**C**) miR-21-5p and miR-21-3p expression induction assessments using RILES technology in HaCaT cells stimulated with 0, 20, 50, and 100 ng/mL of IL-22 for 24 h. Data are presented as relative luciferase units (RLU) normalized to the total amount of protein (mg). Data information: results are presented as mean values ± SEM. Data are representative of three independent experiments performed in triplicate. The statistical comparison between groups was performed by using two-tailed Student’s *t*-test: * *p* < 0.05.

**Figure 6:**
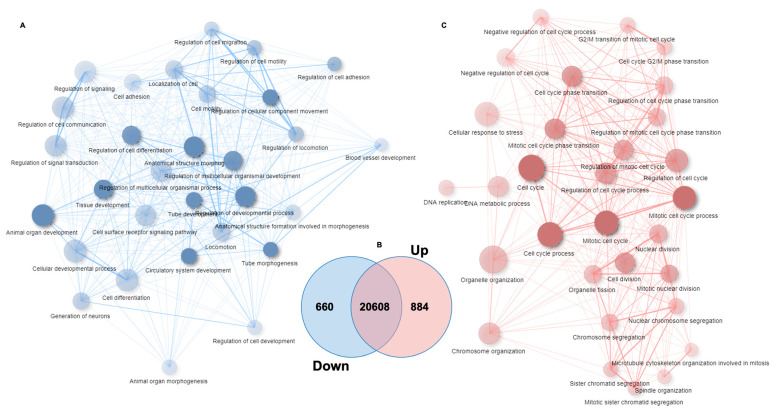
DEG analysis in KCs overexpressing miR-21-3p versus negative control. (**A**,**C**) Functionally grouped networks for significant downregulated genes (blue) and upregulated genes (red). Only the labels of the 30 most significant terms per group are shown. Each node represents an enriched GO term. Related GO terms are connected by a line, the thickness of which reflects the percentage of overlapping genes. The size of the node corresponds to the number of genes. The network was automatically laid out using the ShiniGo tool with an edge cut-off of 0.2. Data information: data are representative of experimental triplicates per condition. (**B**) Venn diagram. showing the extent of overlap among all expressed genes between the miR-21-3p overexpressing HaCaT cells versus NCs. The level of significant gene modulation was *p.adjusted* < 0.05.

**Figure 7:**
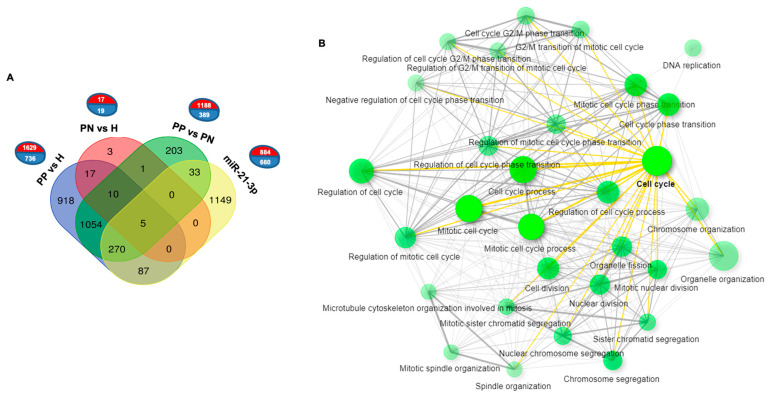
Comparative analysis between miR-21-3p-overexpressing KCs and psoriatic skin. (**A**) Graphs representing the numbers of significant DEGs (red: upregulated; blue: downregulated) between the indicated groups (PP vs. H, PN vs. H and PP vs. PN, from Pasquali et al., 2019 [9] and miR-21-3p, from this work). The Venn diagram shows the extent of overlap among DEGs. (**B**) Enrichment analysis of the 395 genes upregulated in PP keratinocytes and induced by miR-21-3p.

**Figure 8:**
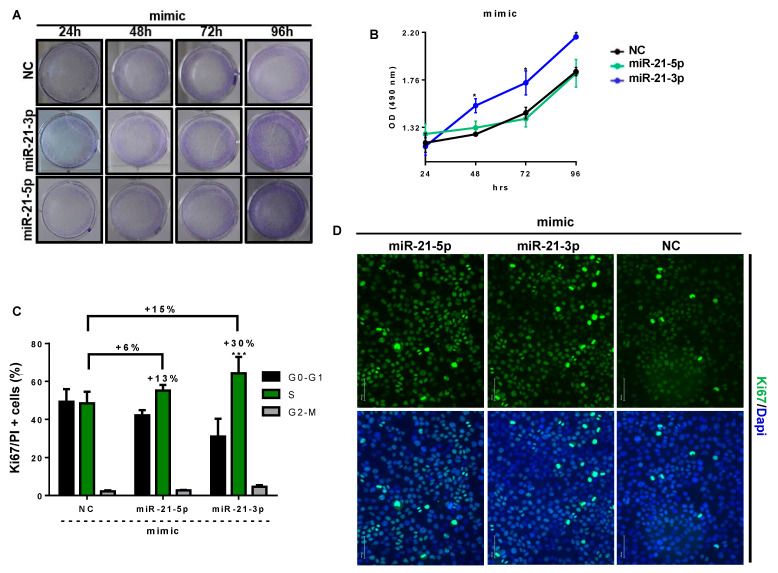
miR-21-3p gain of function promotes KC proliferation. (**A**) Crystal violet staining at different time pointa (24 h, 48 h, 72 h, and 96 h) of HaCaT cells transfected with negative control (NC) or miR-21-5p or miR-21-3p mimics. (**B**) XTT assays at different time points (24 h, 48 h, 72 h, and 96 h) of HaCaT cells transfected with negative controls (NC), miR-21-5p or miR-21-3p mimics. (**C**) Cell cycle analysis with double Ki-67/PI staining 24 h post-transfection of HaCaT cells with negative control (NC) or miR-21-5p or miR-21-3p mimics. (**D**) Ki67 immunostaining 24 h post transfection of HaCaT cells with negative control (NC) or miR-21-5p or miR-21-3p mimics. Data information: results are presented as mean values ± SEM. Data are representative of three independent experiments performed in triplicate. The statistical comparison between groups was performed by using the two-way ANOVA test: * *p* < 0.05, *** *p* < 0.001.

**Table 1:** TaqMan primers.

Primers	Assay ID	Catalog Number
miR-21-5p	Hsa-miR-21-5p	477,975
miR-21-3p	Hsa-miR-21-3p	477,973
miR-21-3p	Rno-miR-21-3p	Rno480,993
miR-16-5p	Hsa-miR-16-5p	477,860
miR-16-5p	Rno-miR-16-5p	Rno481,312

**Table 2:** Comparative table with GO terms comparing the data from Pasquali et al., 2019 [9] and this work. Red: upregulated DEGs; blue: downregulated DEGs.

	Pasquali et al. PP-H					This Work					
Term	Overlap	*p*-Value	Adjusted *p*-Value	Z-Score	Enrichment	Count	Pop Hits	*p*-Value	Benjiamini	FDR %	Enrichment
DNA-dependent DNA replication (GO:0006261)	40/118	1.56 × 10^−15^	1.21 × 10^−11^	−3.19	GO-BP-UP	5	18	0.014144	0.28673763	22.8965119	DAVID-UP
DNA replication (GO:0006260)	37/125	2.01 × 10^−12^	3.9 × 10^−9^	−3.16	GO-BP-UP	41	155	3.95 × 10^−17^	2.68 × 10^−14^	7.21 × 10^−14^	DAVID-UP
Double-strand break repair (GO:0006302)	42/164	1.32 × 10^−11^	2.04 × 10^−8^	−3.26	GO-BP-UP	14	66	4.39 × 10^−5^	0.00275283	0.08007114	DAVID-UP
G2/M transition of mitotic cell cycle (GO:0000086)	35/130	1.49 × 10^−10^	1.44 × 10^−7^	−3.13	GO-BP-UP	34	137	2.22 × 10^−13^	8.35 × 10^−11^	4.04 × 10^−10^	DAVID-UP
Viral DNA repair (GO:0046787)	38/160	1.28 × 10^−9^	8.27 × 10^−7^	−3.31	GO-BP-UP						
DNA repair (GO:0006281)	54/279	1.7 × 10^−9^	1.01 × 10^−6^	−3.99	GO-BP-UP	39	235	1.23 × 10^−7^	3.2 × 10^−7^	2.24 × 10^−6^	DAVID-UP
Keratinocyte development (GO: 0003334)	16/59	1.29 × 10^−5^	8.56 × 10^−4^	−2.32	GO-BP-UP						
Keratinocyte differentiation (GO:0030216)	19/80	1.68 × 10^−5^	1.03 × 10^−3^	−2.56	GO-BP-UP						
NIK/NF-κB signaling (GO:0038061)	16/64	3.9 × 10^−5^	2.19 × 10^−3^	−2.28	GO-BP-UP	18	66	5.1 × 10^−8^	8.65 × 10^−6^	9.31 × 10^−5^	DAVID-UP
Type I interferon signaling pathway (GO:0060337)	27/148	5.68 × 10^−5^	3 × 10^−3^	−2.95	GO-BP-UP						
Limb spinous cell differentiation (GO:0060890)	18/59	1.88 × 10^−12^	6.87 × 10^−10^	−2.66	GO-BP-Down						
Limb granular cell differentiation (GO:0060891)	18/59	1.88 × 10^−12^	6.87 × 10^−10^	−2.65	GO-BP-Down						
Keratinocyte development (GO:0003334)	18/59	1.88 × 10^−12^	6.87 × 10^−10^	−2.63	GO-BP-Down						
Keratinocyte differentiation (GO:0030216)	20/80	6.78 × 10^−12^	1.2 × 10^−9^	−2.8	GO-BP-Down						
Skin epidermis development (GO:0098773)	18/94	7.82 × 10^−9^	1.18 × 10^−6^	−2.84	GO-BP-Down						
Epidermis development (GO:0008584)	14/68	1.39 × 10^−7^	2.05 × 10^−5^	−2.49	GO-BP-Down						
Epidermis morphogenesis (GO:0048730)	14/75	5 × 10^−7^	7.18 × 10^−5^	−2.54	GO-BP-Down						
Epidermis cell differentiation (GO:0009913)	17/124	2.91 × 10^−6^	4.08 × 10^−4^	−2.98	GO-BP-Down						
Peptide cross-linking (GO:0018149)	17/128	4.52 × 10^−6^	6.19 × 10^−4^	−3.22	GO-BP-Down						
Fat cells differentiation (GO:0045444)	Sep-44	2.57 × 10^−5^	3.36 × 10^−3^	−2.64	GO-BP-Down						

## Data Availability

GEO accession: GSE154968/ Title: A global transcriptome analysis of human.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10102547/s1, Figure S1. Imiquimod mice model Wild-Type versus IL-22 deficient mice; Figure S2. Body weight fluctuation in IL-22 treated IL-22 deficient mice; Figure S3. miR-21-5p and 3p expression correlation with inflammatory mediators; Figure S4. Functional assay using RILES (RNAi—Inducible Luciferase Expression System) experimental control in HaCaT cells; Figure S5. Transfection efficiency. Figure S6. Heat Map of DEGs in miR-21-3p overexpressing KCs versus NC; Figure S7. Relevant biological processes (gene ontology) from Gene Set Enrichment Analysis (David) of genes induced by DEGs in miR-21-3p overexpressing KCs versus NC; Figure S8. Transcription factor enrichment plot; Figure S9. RT qPCR analysis for Cyclin D1 relative expression; Figure S10. miR-21-3p loss of function impact on KCs proliferation.

# Supplementary material for: miR-21-3p/IL-22 Axes Are Major Drivers of Psoriasis Pathogenesis by Modulating Keratinocytes Proliferation-Survival Balance and Inflammatory Response
**Source:** Cells. 2021 Sep 26;10(10):2547. doi: 10.3390/cells10102547
**Supplement:** Supplementary file 1

## Supplemental Methods

### Western Blot

Cells were lysed with RIPA buffer (Thermo Scientific #89901) supplemented with 1% Protease inhibitor cocktail (Sigma, P8340), 1%PMSF (Sigma P-7626), 50mM NaF (Sigma S1504). Total protein amount quantification was achieved by BCA protein assay kit (Interchim, protein quantitation kit, BCAssays, UP40840A). 10µg of protein lysates from HaCaT cells were separated by SDS-PAGE 10% gel, blotted onto PVDF membranes, and probed with rabbit anti-human Cyclin-D1 antibody (1/200, sc-753). As loading control, the blots were probed using human  $\beta$ -actin (1/20000, Sigma-Aldrich, A2066). Bound antibodies were revealed using horseradish peroxidase (HRP)-conjugated goat anti-rabbit antibody (1/1000; ab97051) and detected using enhanced chemiluminescence (ECL) reagents. The Trans-Blot Turbo RTA transfer Kit, LF PVDF was used (BioRad, #170-4275).

### Histopathological analysis

After treatment of mice with IMQ, the mouse back skin was fixed in formalin and embedded in paraffin. Sections of 6 µm were stained with Hematoxylin (Sigma #MHS80) and Eosin (Sigma #HT110232).

### Supplementary figures

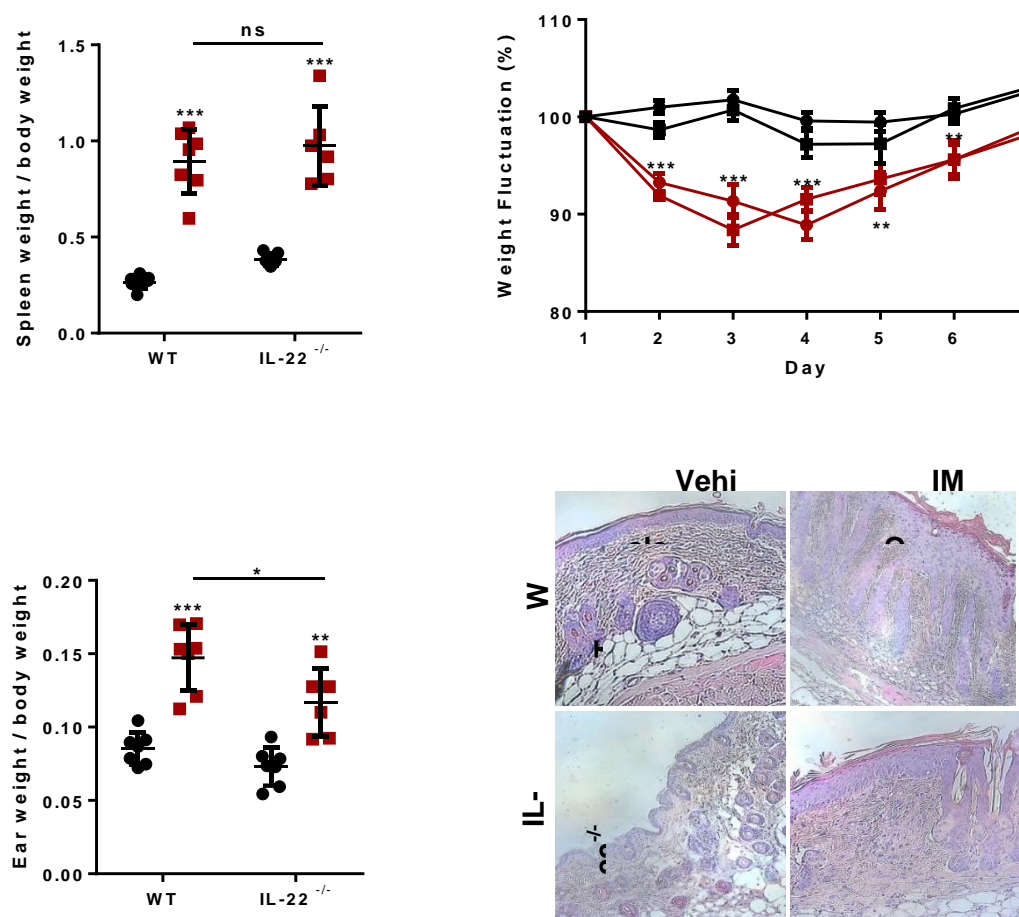

**Figure S1. Imiquimod mice model Wild-Type versus IL-22 deficient mice.** Follow up of the pathogenesis development throughout the 7 days model by visual inspection represented by mice photography (A), a score scale evaluating the redness and scaling of the skin (B), the spleen over body weight ratio at day 7 (C), the histological features of the skin by H&E staining of skin biopsies (D), evolution of the body weight (E) and ear over body weight evaluation at day 7 (F). Two-way ANOVA test: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Results are presented, as mean values  $\pm$  SEM.

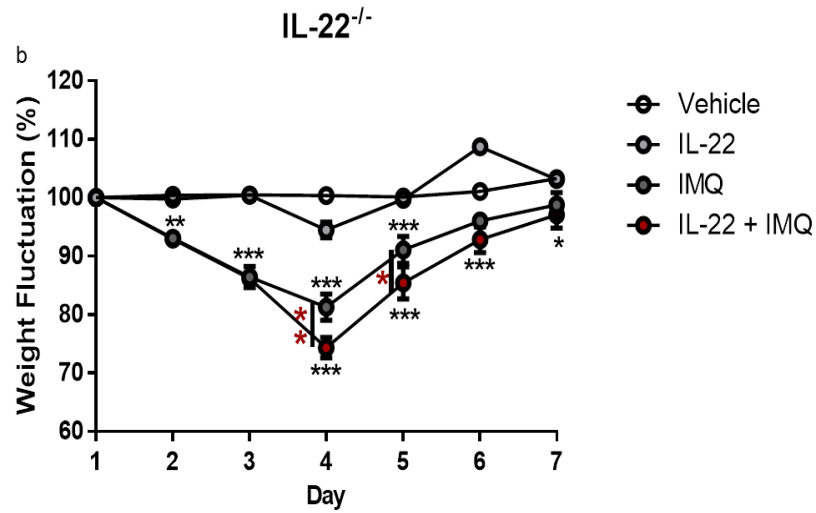

**Figure S2. Body weight fluctuation in IL-22 treated IL-22 deficient mice.** IMQ induced psoriasiform in IL-22<sup>-/-</sup> mice that received subcutaneously 100ng of IL-22 or equivalent of physiological serum on the shaved, one day before pathogenesis induction and up to 7 days. Data presented from one experiment with n=5. Two-way ANOVA test (c): \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. Data are from 6 samples (mean and SEM).

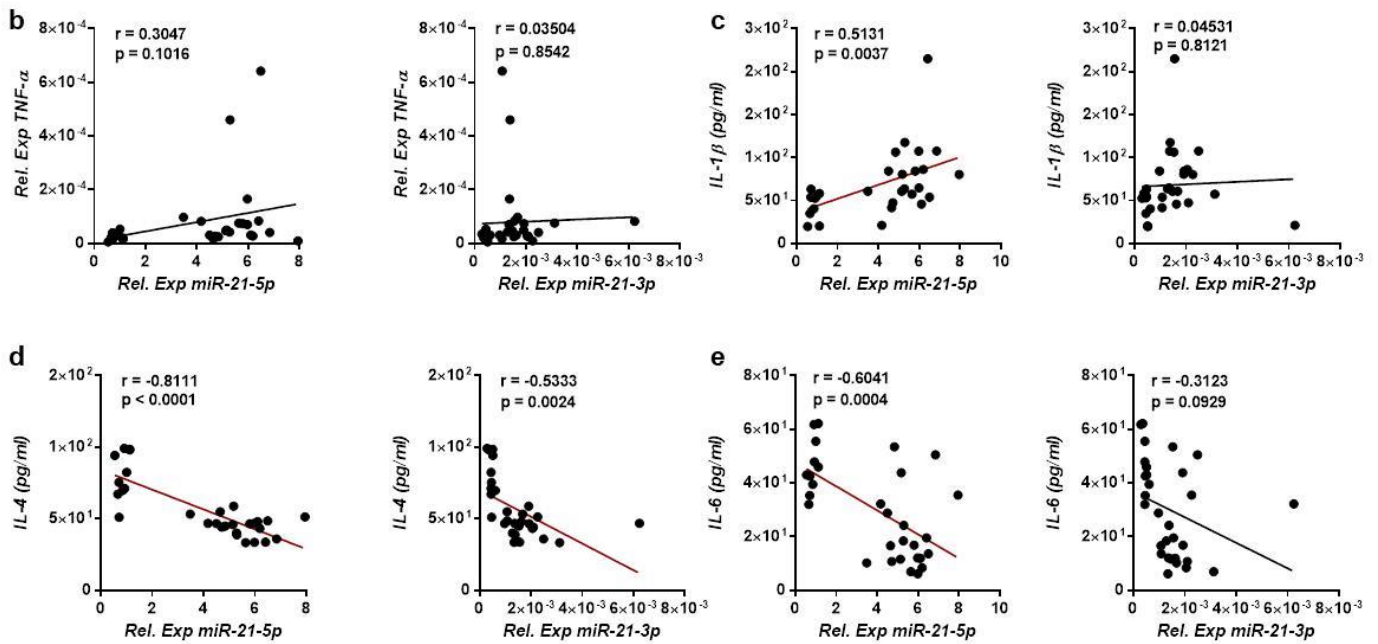

**Figure S3. miR-21-5p and 3p expression correlation with inflammatory mediators.** Pearson correlations between miR-21-5p or miR-21-3p and mRNA IL-22 or protein IL-22 (A), mRNA TNF-α (B), protein IL-1β (C), protein IL-4 (D), protein IL-6 (E) were established in 30 mice psoriatic skin (E). mRNA expression was evaluated by RT. qPCR whereas protein expression was assessed by ELISA. Data are representative of two independent experiments with five mice per group. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. Results are presented, as mean values ±SEM.

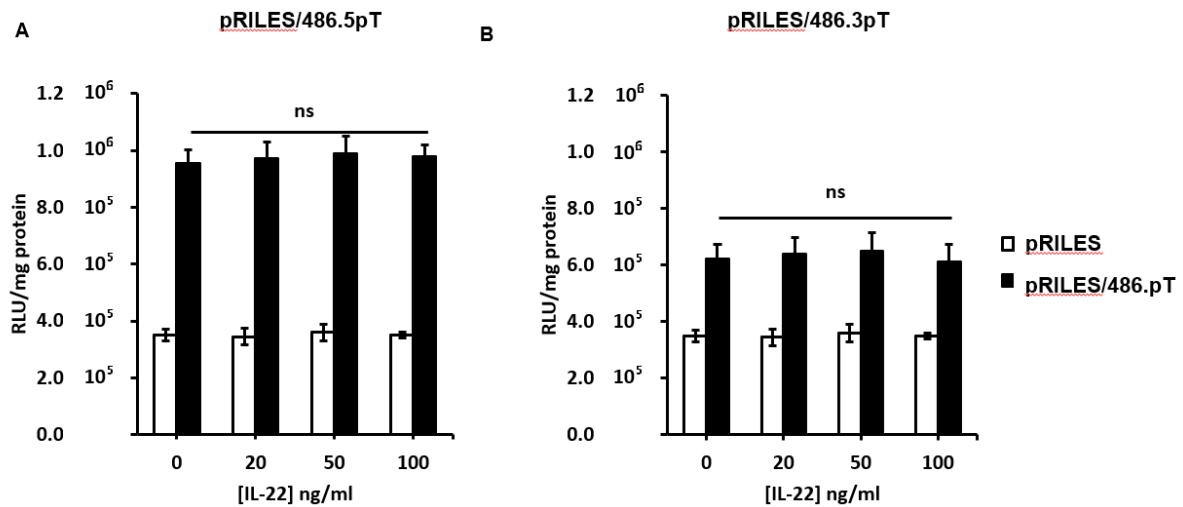

**Figure S4. Functional assay using RILES (RNAi - Inducible Luciferase Expression System) experimental control in HaCaT cells.** miR-486-5p (A) and miR-486-3p (B) expression induction assessment using RILES technology in HaCaT cells stimulated with 0, 20, 50 and 100ng/ml of IL-22 for 24 hours. Data are presented as a Relative luciferase unit (RLU) normalized to the total amount of protein (mg).

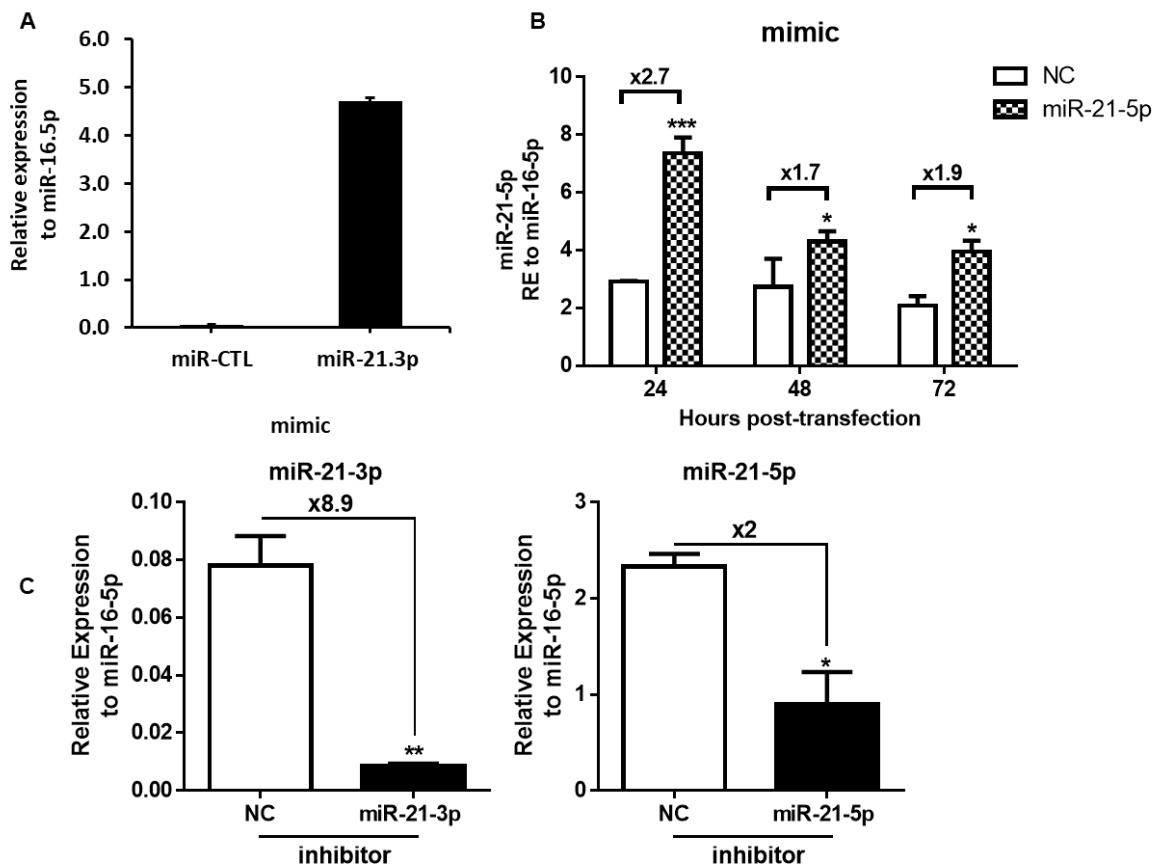

**Figure S5. Transfection efficiency.** The transfection efficiency was evaluated by RTqPCR for 10nM transfected HaCaT cells with Negative Control mimic (miR-Ctrl)/miR-21-3p mimic 24h post-transfection (A) or miR-21-5p mimic at 24h/48h/72h post-transfection (B), with Negative Control inhibitor (NC) / miR-21-3p inhibitor (C) or miR-21-5p inhibitor

(D) 24h post-transfection. Two way ANOVA test or t-test: \*P<0.05, \*\*P<0.01, \*\*\*P<0.001. Data are from two independent experiments done in triplicate (mean and SEM).

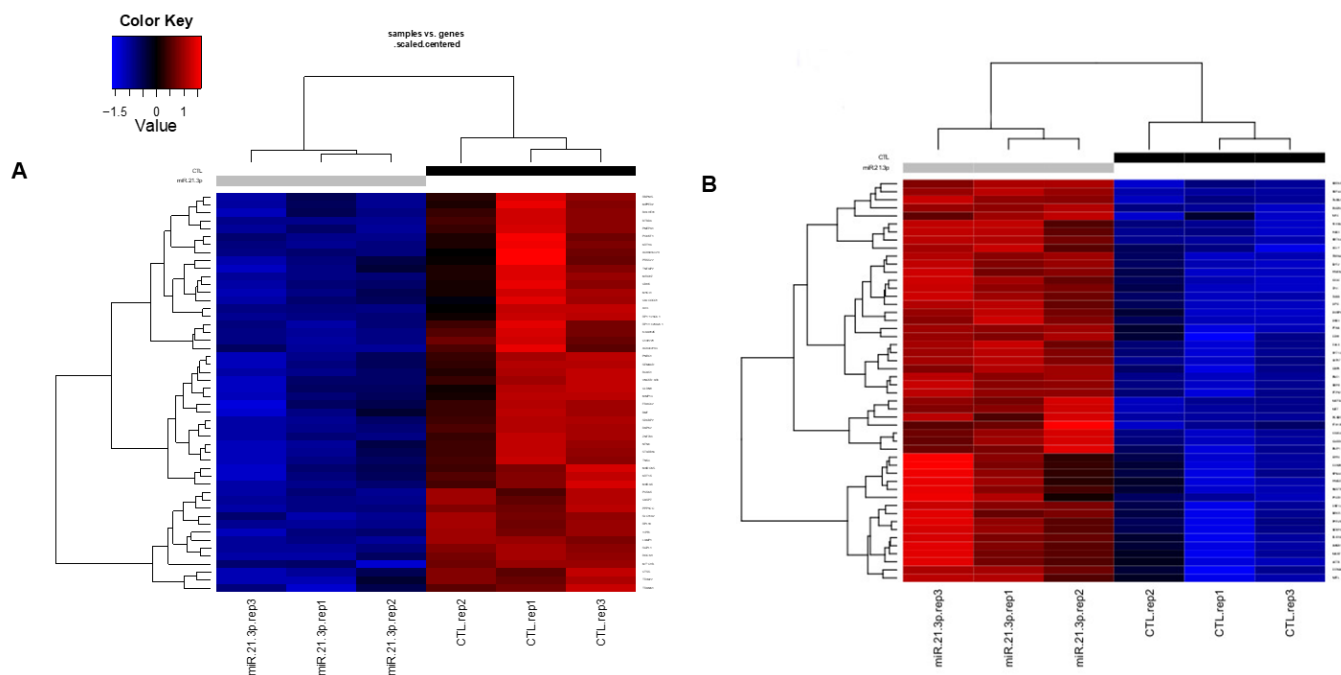

**Figure S6. Heat Map of DEGs in miR-21-3p overexpressing KCs versus NC.** Heatmaps showing the top 50 up-regulated (A) and down-regulated genes (B) in miR-21-3p versus NC with a p.adjusted <0.05 and the Pearson correlation between samples respectively.

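Pearson correlations of log2(normalized value + 1) over the 13619 genes with a mean of at least 50 were 0.994 to 0.996 between NC samples, 0.995 to 0.996 between miR-21-3p samples and 0.988 to 0.996 between samples of different groups. NC replicate 2 was as close to the miR-21-3p samples (0.995 to 0.996) as to the NC samples (0.994 to 0.996), and closer than NC replicate 1 (0.988 to 0.992) or NC replicate 3 (0.990 to 0.994). These correlations are across genes, which are not independent replicates. The first principal component, with 52.2% of the variance, separated the groups.

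By a rule fixed in advance, the named genes of each direction are the 5 DEGs with the largest log2 fold change among those with a mean of at least 50 and no overlap between groups. TREML2 (ENSG00000112195.8, chromosome 6 of GRCh38, 41190277 to 41201194) rose from 67.7 ± 16.6 (SD, n = 3) to 159 ± 6.03, a log2 fold change of 1.25 (standard error 0.16, adjusted p = 0.0030 from limma). OLFM4 (1.23), CA9 (0.90) and CORO1A (0.87) followed. HSPA8P5 (1.22) is a processed pseudogene whose reads the counting could share with HSPA8, so its value is uncertain. RP1-124C6.1 (ENSG00000232316.1, a lincRNA on chromosome 6 of GRCh38, 113428540 to 113433421) fell from 151 ± 40.8 to 47.1 ± 5.65, a log2 fold change of −1.63 (standard error 0.20, adjusted p = 0.0020 from limma). CDH5 (−1.30), PNPLA7 (−0.99), BCAS1 (−0.98) and SGK2 (−0.97) followed. None of these 10 genes was a DEG without miR-21-3p replicate 3, where limma's adjusted p lay between 0.056 and 0.14. Without NC replicate 3, TREML2, HSPA8P5, RP1-124C6.1 and BCAS1 stayed below 0.05 (0.017 to 0.045). OLFM4, CA9, CORO1A, CDH5, PNPLA7 and SGK2 rose to between 0.058 and 0.12. Without NC replicate 1, HSPA8P5, CORO1A, CA9 and SGK2 were no DEGs (0.0505 to 0.093), nor were OLFM4, HSPA8P5, CA9, CORO1A, PNPLA7 and SGK2 without miR-21-3p replicate 1 (0.056 to 0.093). Without the mean-variance trend, the 10 adjusted p-values lay between 0.098 and 0.16.

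**Figure D3:**
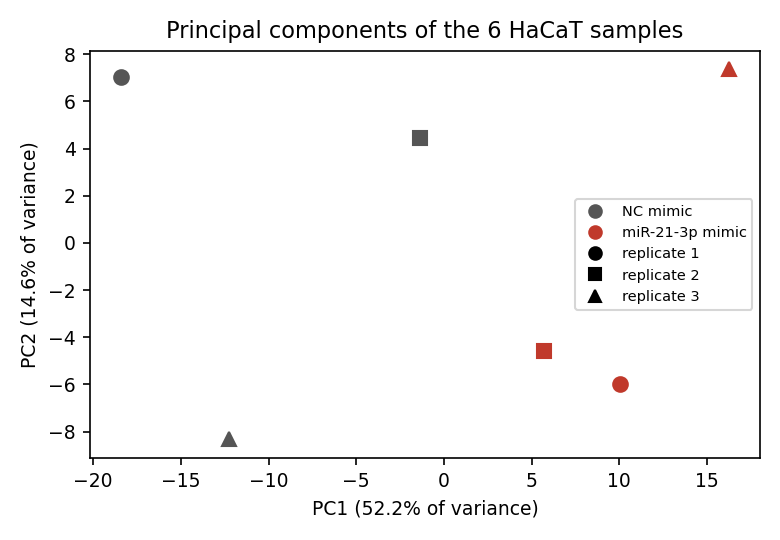
First and second principal components of the 6 HaCaT samples from log2(normalized value + 1), with 52.2% and 14.6% of the variance. On the first component NC replicates 1, 3 and 2 lie at −18.4, −12.3 and −1.35 and miR-21-3p replicates 2, 1 and 3 at 5.69, 10.1 and 16.3.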

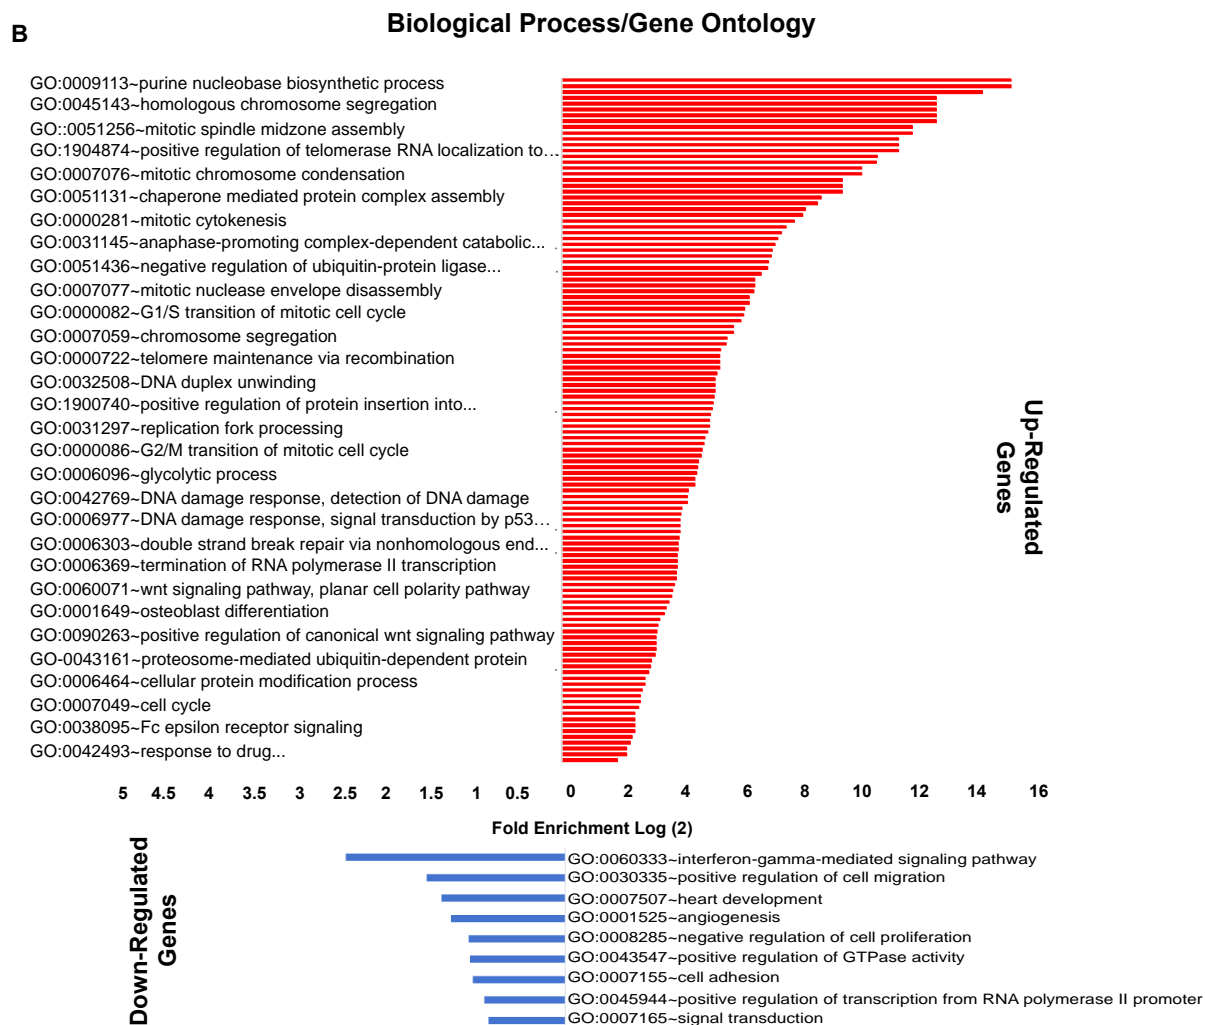

**Figure S7.** Relevant biological processes (gene ontology) from Gene Set Enrichment Analysis (David) of genes induced by DEGs in miR-21-3p overexpressing KCs versus NC. Red bars denote positive enrichment (i.e. genes disproportionately induced), while blue bars denote negative enrichment (i.e. genes disproportionately repressed).

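Enzymes of de novo purine synthesis were higher in KCs overexpressing miR-21-3p. Of 16 genes, 8 were higher DEGs against 0.777 expected (adjusted p = 1.9e-06 by Fisher's exact test), 12 passed when adjusted over the list alone, and all 16 were fitted as higher, with a median log2 fold change of 0.21. PPAT (0.43), PRPS1 (0.42), PAICS (0.39) and GART (0.38) rose most. Of 19 listed glycolytic enzymes, 7 were higher DEGs against 0.922 expected (adjusted p = 7.5e-05 by Fisher's exact test) and 9 passed when adjusted over the list alone, with a median of 0.17. ENO2 (0.40), TPI1 (0.40) and LDHA (0.34) rose most. The mean centred log2 value of the glycolysis list was −0.088 ± 0.040 (SD, n = 3) in NC samples and 0.088 ± 0.024 in miR-21-3p samples, and NC replicate 2 (−0.045) lay below the lowest miR-21-3p sample (0.068). For purine synthesis the adjusted p rose to 0.56 without NC replicate 1 and to 1 without NC replicate 3, miR-21-3p replicate 1 or miR-21-3p replicate 3. For glycolysis it was 0.084, 1, 0.44 and 1 without the same samples. In those fits 3 to 181 higher DEGs were left in all. The medians stayed above 0 with each sample left out, between 0.18 and 0.28 for purine synthesis and between 0.14 and 0.21 for glycolysis.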

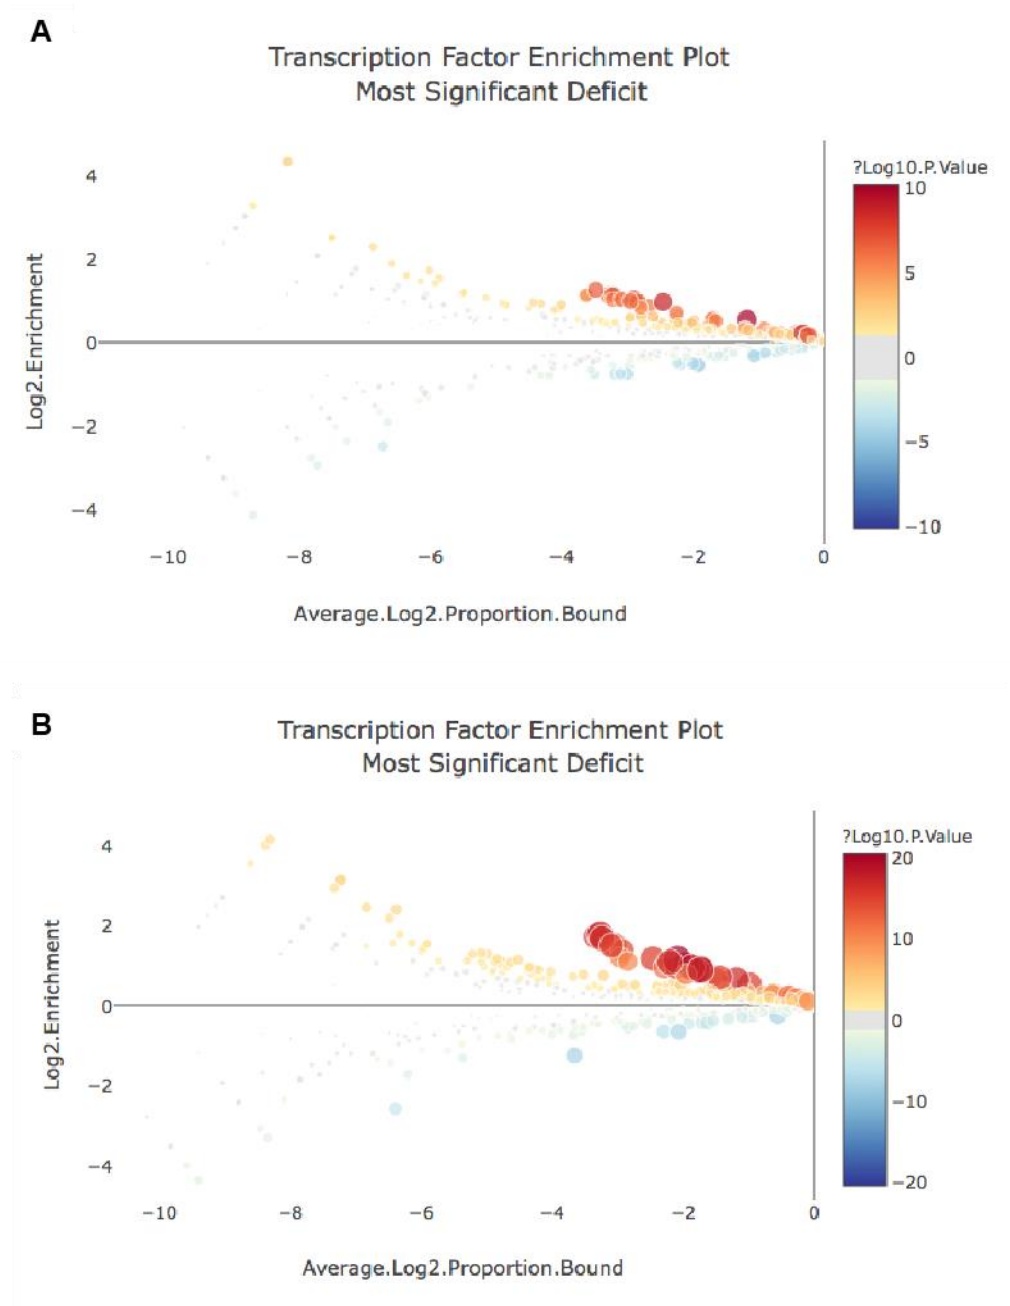

**Figure S8. Transcription factor enrichment plot.** Proximal transcription factor enrichments ( $\leq 600\text{bp}$ ), performed by Cicider 0.9 with the Jaspas matrix, of genes upregulated (A) and downregulated (B) in miR-21-3p overexpressing KCs versus NC. Background genes were human genes don't include in the respective DEGs set.

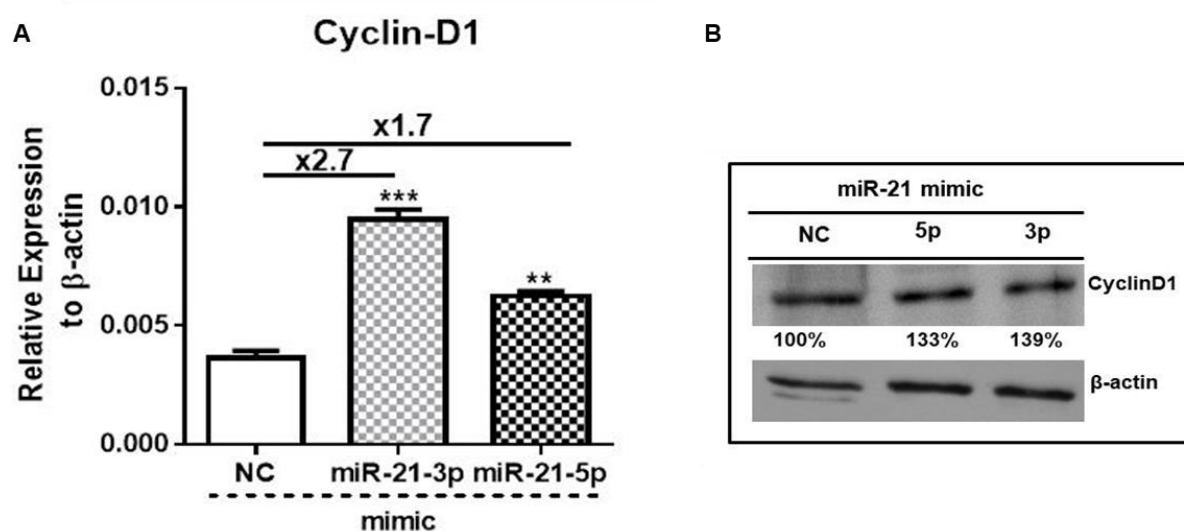

**Figure S9. RT qPCR analysis for Cyclin D1 relative expression** (A) WB of CyclinD1 normalized on  $\beta$ -actin (B) from HaCaT cells transfected with 10nM Negative control (NC), miR-21-5p and miR-21-3p mimics in steady state. Results of WB are representative of 1 over 2 independent experiments. Two-way ANOVA test: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Data are from three independent experiments done in triplicate (mean and SEM).

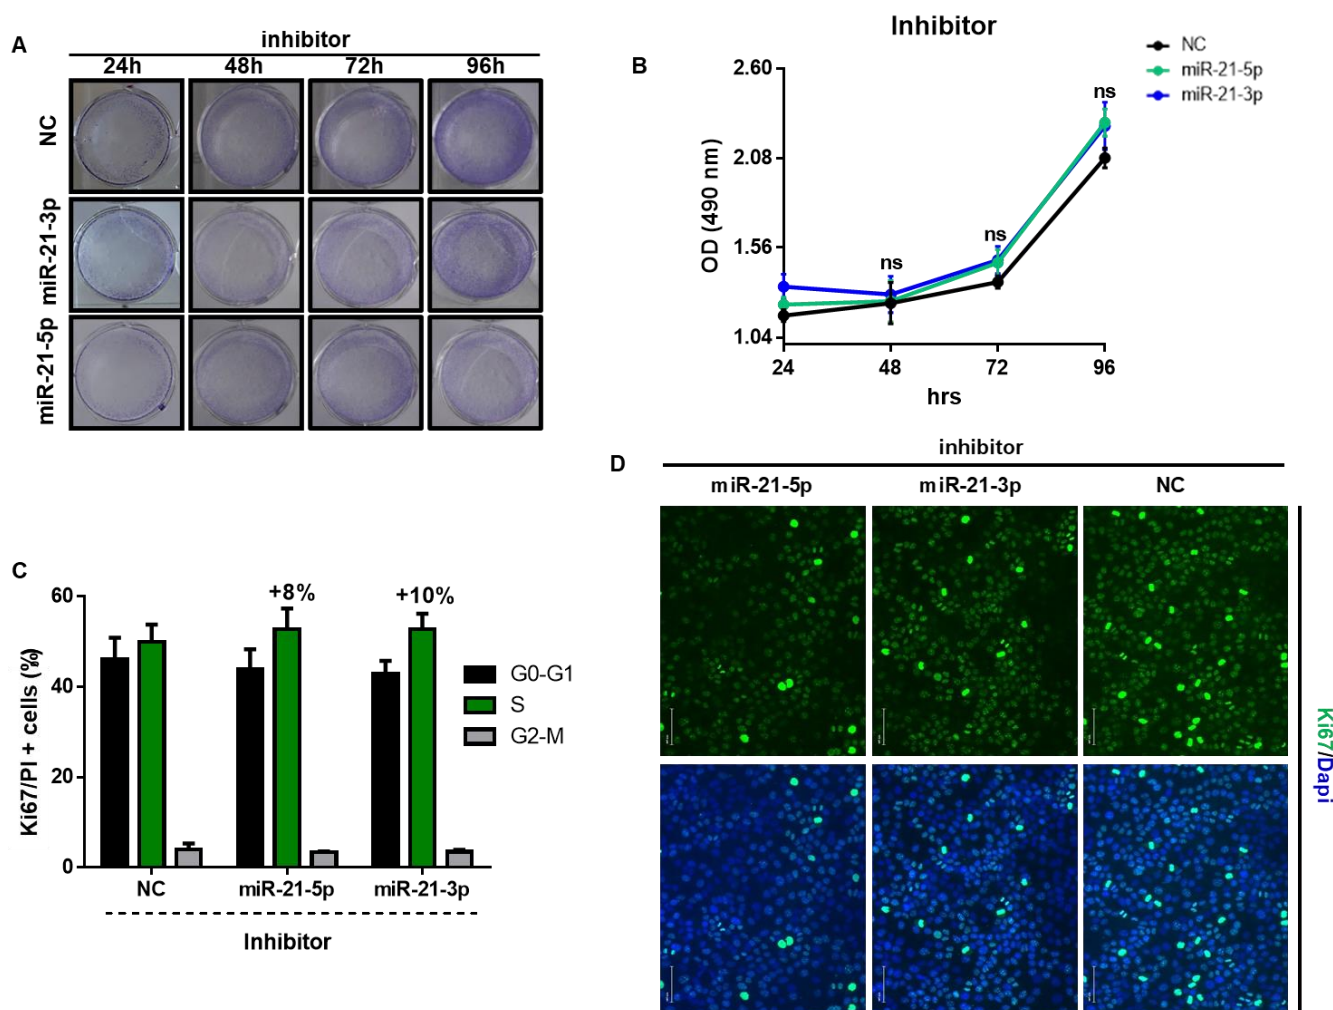

**Figure S10. miR-21-3p loss of function impact on KCs proliferation.** (A) Crystal violet staining at different time point (24h, 48, 72h and 96h) of HaCaT cells transfected with negative control (NC), miR-21-5p or miR-21-3p inhibitor. (B) XTT assay at different time point (24h, 48, 72h and 96h) of HaCaT cells transfected with negative control (NC), miR-21-5p or

miR-21-3p inhibitors (C) Cell cycle analysis with double Ki-67/PI staining 24h post-transfection of HaCaT cells with negative control (NC), miR-21-5p or miR-21-3p inhibitors. (D) Ki67 immunostaining 24h post transfection of HaCaT cells with negative control (NC), miR-21-5p or miR-21-3p inhibitors. Data information: Results are presented, as mean values  $\pm$ SEM. Data are representative of three independent experiments performed in triplicates. The statistical comparison between groups was performed by using Two-way ANOVA test: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

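HaCaT cells transfected with the miR-21-3p mimic or the NC mimic (3 samples each) were compared. The signal values are those the authors deposited: reads counted per gene, divided by 1 factor per sample and rounded to 3 significant digits. The tool that gave the factors, the aligner and the annotation are not named in the paper's text. Each sample's value of 1 read was estimated from its low values, and all values were divided by it and rounded, which gave the recovered reads. No sample was left out of the comparison, and 0 columns of values were unmapped. Values of 100 reads or more carry the rounding to 3 significant digits.

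The design fixed before the data were examined assumed read counts tested with edgeR, and limma on log2(normalized value + 1) if there were none. Since the values are normalized and rounded, limma was used. The design did not say whether the prior variance follows a mean-variance trend. The trend was turned on after the values had been seen, on the reasoning that low values need it in a table without a filter, and limma with and without the trend, the replicate block, edgeR and DESeq2 were first run together. The fit with the trend gives a count near the paper's and the fit without it does not, so the choice is not independent of that outcome. Leaving out genes at 0 in all samples was also a choice. The alternatives without a trend, edgeR's quasi-likelihood test and edgeR with a replicate block were added after the data had been seen. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and Python 3.11.15.

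The other alternatives were a pseudocount of 0.1, a mean value of at least 10, edgeR on recovered reads with RLE or upper-quartile factors, with no filter or with at least 10 reads in every sample, DESeq2, an absolute log2 fold change over 0.58, and leaving out each sample in turn. Gene lists were tested with Fisher's exact test, camera and fry. The S phase and G2/M lists are those of the Seurat package, and the other 12 were written by hand from general knowledge of the pathways. Both directions were tested for each list. The direction whose calls are counted was set for each list later than the design, from the paper's text and figures where they name the process, and for type I interferon the paper gives none in these samples. Lists with many genes that were not listed, such as the T cell receptor list with 8 of 28, test those pathways only in part. The named genes are those the paper names, the 5 DEGs with the largest change in each direction among those with a mean of at least 50 and no overlap between the groups, and the DEGs of a list with 5 or fewer. Genes named in a list with more DEGs were chosen after their values were seen. Of the 36 genes the paper names, 9 were not analysed here.

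Sites of miR-21-3p were searched in the 3′ UTR of the longest coding transcript of each gene in GENCODE 29, and the difference in median log2 fold change was tested, two-sided, with 10000 permutations within bins of 3′ UTR length and mean expression. The design asked for more control words of the same base composition than the 34 that were found. The test of sites outside the 3′ UTR was first run with bins of 3′ UTR length and then, after its result was seen, with bins of the length of the rest of the transcript. The test of 2 or more sites against 1 within bins was added after the medians by site number had been seen. The predictions on GC content were written after the called lists were known and before that test was run, and those on ACTB and on splits of the samples after their results.

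The steps were tested on simulated reads with the real means and library sizes, in which 200 of 16638 genes were changed. Limma with the trend recovered 100% of the genes changed by 1 on the log2 scale and 80% of those changed by 0.5, and 5.26% of its calls were false. Without the trend it recovered 89% and 32%, with 11.0% false. edgeR, which kept 14797 genes after its filter, recovered 100% and 83%, with 7.58% false, and DESeq2 100% and 76%, with 7.37% false. Of 100 lists of unchanged genes, 0 were called, and 10 of 10 lists with changed genes were. The site test gave a p under 0.05 in 1 of 20 simulations without a shift and in 20 of 20 with a shift of −0.1. That shift is larger than the difference of −0.027 in the data, so detection at the latter size was not tested. The fold changes were drawn independently of 3′ UTR length and expression, so these runs cannot show whether the bins remove such effects. The simulated samples differ by sampling and dispersion alone and do not contain a shared shift such as that of NC replicate 2.

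Between samples of the same group, the squared difference of the recovered reads was 1.70 to 2.84 times what counting error alone gives. This excludes 1 library sequenced again, and does not show whether the samples came from separate cultures. The labels and the paper give no sequencing batch.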

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

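The test of genes with 2 or more sites against genes with 1 within bins, the second form of the test of sites outside the 3′ UTR, and the test of ACTB under other scalings were chosen only after the result was seen.

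Genes with a site of miR-21-3p in the 3′ UTR, which the paper does not report on, were lower than genes without. The site is TGGTGTT, the complement of bases 2 to 8. The 1968 genes with a site had a median log2 fold change of −0.013 and the 9538 without one 0.014, a difference of −0.027. The shift is small beside the changes of the DEGs. It was −0.017 relative to permutations within bins of 3′ UTR length and mean expression (p = 0.0001, the smallest that 10000 permutations can give), which argues against these as the whole cause. Within bins of 3′ UTR GC content and length, p was again 0.0001, the smallest they can give. Of 34 control words of the same base composition, 0 had a difference as low, which argues against the composition of the word. Lower DEGs made up 7.22% of genes with a site and 3.83% of genes without. These shares are not matched on 3′ UTR length. Among genes with a control word, lower DEGs made up 4.30% to 5.88%, so 3.83% is a low baseline. Sites of miR-21-5p gave a difference of −0.0046, which relative to the permutations within bins was 0.0060, of the opposite sign (p = 0.25).

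A candidate explanation is repression through the site by the transfected mimic. Genes with 2 or more sites had a median of −0.033, genes with 1 site −0.0093, and the difference of −0.0239 between them (permutation test within bins, p = 0.0165) is in the direction this needs. Genes with the longer site TGGTGTTA differed by −0.045. LAMP1, with 2 sites, had been seen before these tests were planned. For sites outside the 3′ UTR, a first test with bins of 3′ UTR length gave −0.018 (permutation p = 0.0002), and after that result was seen the bins were changed to the length of the rest of the transcript, which gave −0.0068 (p = 0.13). The difference for the 3′ UTR stayed between −0.035 and −0.021 with each sample left out, and its permutation p was 0.0014 without NC replicate 2 and 0.0002 without miR-21-3p replicate 3. The sequence of the NC mimic was not used here, so an effect of the NC mimic on genes with these sites stays open. The pattern and its tests come from the same 6 samples, and permuting genes does not measure variation between samples.

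ACTB was higher in KCs overexpressing miR-21-3p, although it served as the reference for the paper's RT-qPCR of cyclin D1 (Figure S9). Its normalized value was 40333 ± 2386 (SD, n = 3) against 31333 ± 3232 in NC samples, a log2 fold change of 0.37 (standard error 0.073, adjusted p = 0.014 from limma). The lowest log2 fold change over 4 scalings of the recovered reads was 0.353, with edgeR's upper-quartile factors. The scalings differed little: the median over all genes was −0.0046 with upper-quartile factors and 0.0011 with RLE factors. They could hardly have removed a change of this size. The test therefore argues only against the choice among these scalings as the cause, and leaves other errors of scaling open. ACTB was no DEG without NC replicate 1 (0.065), NC replicate 3 (0.11), miR-21-3p replicate 1 (0.068) or miR-21-3p replicate 3 (0.12), and limma's adjusted p without the mean-variance trend was 0.16, within a range from 2.2e-05 to 0.16 over the alternatives. Reads shared with pseudogenes of ACTB were not tested, and no biological explanation was tested.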

How the results depend on the processing

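The trend of limma's prior variance was chosen after the values had been seen. The fits without it, edgeR's quasi-likelihood test and edgeR with a replicate block were also chosen after seeing the data.

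Among the DEG counts, with 819 higher and 624 lower genes, those of limma with a pseudocount of 0.1 or a mean of at least 10, of DESeq2 and of edgeR in each of its forms stayed within 1.5 times. The share of higher genes was 56.8%, and 48.7% with edgeR's upper-quartile factors. Without the trend, limma gave 4 higher and 6 lower genes, and 24 and 24 with a mean of at least 10. With an absolute log2 fold change over 0.58, 55 higher and 107 lower genes passed. Across the 6 fits that each left out 1 sample, the counts ran from 3 to 1504 higher and from 5 to 1176 lower genes. The lowest came without miR-21-3p replicate 3 and the highest without NC replicate 2. A fit with 5 samples has less power, but since leaving out NC replicate 2 raised the counts, the number of samples alone does not set them.

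No sign was seen that the replicate numbers pair the samples, which does not exclude a pairing with 3 samples per group. The deviations of samples with the same number from their group means correlated at −0.04, −0.26 and −0.25 over 13619 genes. Limma with the replicate block gave 92 higher and 82 lower genes, all 174 among those of the fit without it, and 1 list, the G2/M phase. The adjusted p with the replicate block was 0.822 for the S phase, 1 for DNA replication, DNA repair and the proteasome, 0.229 for interferon-gamma, 0.287 for adhesion and 0.461 for purine synthesis and glycolysis. edgeR with a replicate block gave 657 higher and 548 lower genes and called 9 lists. Its adjusted p was 6.6e-13 for the S phase and 0.034 for both interferon-gamma and adhesion.

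Of the 14 lists, 9 were called, all in the direction set for the list. The tests covered both directions, and this direction was not part of the design. The paper gives none for type I interferon in these samples. Over all alternatives, 1 call was in the opposite direction, that of the IL-22 list among lower genes without miR-21-3p replicate 2 (0.04998). Without the trend, 0 were called, with an adjusted p of 1 for each of the 9 lists. Without the trend and with a mean of at least 10, 0 were called, with 0.951 for interferon-gamma and 1 for the other 8 lists. With an absolute log2 fold change over 0.58, 0 were called, with 0.231 for the S phase and 1 for the others. In these fits few genes are left to test.

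Tests that allow for correlation between genes gave fewer calls. Camera with an estimated correlation called 0 lists (1 at an unadjusted p under 0.05), with an adjusted p of 0.423 for the S phase, G2/M phase, DNA replication, proteasome, purine synthesis and glycolysis, 0.525 for DNA repair and interferon-gamma and 0.847 for adhesion. Fry called 1 list, with 0.157 for the S phase, 0.0920 for the G2/M phase, proteasome and purine synthesis, 0.172 for DNA replication, 0.198 for DNA repair and interferon-gamma and 0.982 for adhesion. Camera with a preset correlation gave 0.618 for adhesion. These tests also put some lists in the direction opposite to the one set for them. For NIK/NF-κB genes without proteasome subunits the adjusted p was then 0.618 (preset), 0.678 (estimated) and 0.767 (fry), for the IL-22 list 0.562 and 0.678 with camera, for type I interferon 0.753, 0.890 and 0.982, and for KC differentiation 0.562, 0.678 and 0.558.

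The interferon-gamma list was not called in some fits on recovered reads, with 0.0677 for edgeR with upper-quartile factors, 0.0504 with at least 10 reads in every sample and 0.0571 with DESeq2. With a pseudocount of 0.1, adhesion had 0.0641. The cause was not tested.

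Leaving out 1 sample called from 0 to 9 lists. There were 0 without NC replicate 3 or miR-21-3p replicate 3, 1 without NC replicate 1 (the G2/M phase), 1 without miR-21-3p replicate 1 (the IL-22 list, which was not called with all samples), and 9 without NC replicate 2 or miR-21-3p replicate 2. The adjusted p ran from 2.9e-29 to 1 for the S phase, from 1.2e-46 to 1 for the G2/M phase, from 1.1e-21 to 1 for DNA replication, from 3.8e-07 to 1 for DNA repair, from 6.4e-13 to 1 for the proteasome, from 0.0468 to 1 for the IL-22 list, from 1.4e-05 to 1 for interferon-gamma, from 3.2e-05 to 1 for adhesion, from 4.6e-08 to 1 for purine synthesis and from 5.6e-06 to 1 for glycolysis. The medians of the 7 lists called higher stayed above 0 and that of interferon-gamma below 0 in all 6 of these fits.

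The difference between proteasome subunits and the other pathway genes and the difference between genes with and without a miR-21-3p site had the same direction with a pseudocount of 0.1, with edgeR and DESeq2 on recovered reads and with each sample left out. Their permutation p was 0.0001, the smallest that 10000 permutations can give, except for the sites without NC replicate 2 (0.0014) and without miR-21-3p replicate 3 (0.0002). Both tests permute genes as if these were independent, so their p does not measure variation between samples. The trend and limma's replicate block do not enter a fitted fold change, and the filter on the mean moved neither gene group of the proteasome comparison, so these alternatives say nothing about stability.

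For the 49 named genes, 882 comparisons with an alternative were made. In 682 the direction and the side of the threshold were the same, in 175 the gene no longer passed, in 9 it newly passed and in 16 the direction reversed. Of the 29 named DEGs, 0 passed without the trend (lowest adjusted p 0.078), 0 without miR-21-3p replicate 3, 5 without NC replicate 3, 8 without miR-21-3p replicate 1, 10 without NC replicate 1, 11 with the replicate block, 25 without miR-21-3p replicate 2 and all 29 with DESeq2. The reversed genes had no detectable change. Across the fits that left out 1 sample, the log2 fold change ran from −0.015 to 0.031 for TCF3, from −0.033 to 0.12 for NFKB1, from −0.036 to 0.037 for NRF1, from −0.073 to 0.18 for HES4, from −0.12 to 0.044 for MAP3K14, from −0.045 to 0.074 for IL22RA1 and from −0.13 to 0.26 for S100A9. With edgeR's upper-quartile factors it was −0.0026 for NRF1 and −0.0034 for IL22RA1. The cause was not tested.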

Differences from the paper's values

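The paper gives cyclin D1 mRNA relative to β-actin as 2.7 (Figure S9), by RT-qPCR after transfection with 10 nM. In the RNA-seq samples, at 1 nM, the normalized value of CCND1 relative to ACTB in KCs overexpressing miR-21-3p was 0.84 times that in NC samples (SD 0.0455, n = 3, and 0.0828 in NC samples, both relative to the NC mean), and that of CCND1 alone was 1.08 times. The alternatives gave 0.80 to 0.86, and none of the alternatives set before the data were examined closed the gap. The assay and the dose differ between the values.

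The paper's counts of 884 upregulated and 660 downregulated genes are within 1.5 times of the 819 and 624 found here. DESeq2 gave 874 and 714. Without the mean-variance trend, limma gave 4 and 6, and that fit was chosen after the values had been seen.

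The paper states that genes of the NIK/NF-κB, T cell receptor and IL-22 pathways are enriched among upregulated genes. Among the NIK/NF-κB genes that are not proteasome subunits, 1 of 29 was a higher DEG, and among the T cell receptor genes 0 of 8 were (1 at an unadjusted p under 0.05). Of the IL-22 list, 2 of 18 were higher and 3 lower (adjusted p for higher genes 0.43 by Fisher's exact test). It was called without miR-21-3p replicate 1 (0.0468), an alternative set before the data were examined, and among higher genes in no other alternative, over a range from 0.0468 to 1. Among lower genes it was called without miR-21-3p replicate 2 (0.04998). The proteasome subunits were over-represented, with 14 of 29 higher. The paper tested whole annotation terms, whose membership was not examined here. The lists here were written by hand and hold the pathways without these subunits, so they do not test the enrichment of the whole terms. Of the 39 genes of the IL-22 list, 18 were listed, so that pathway was tested only in part.

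The paper places differentiation in general among the processes of the downregulated genes, and KC differentiation was tested in its place. For KC differentiation itself, the paper reports no enrichment among its downregulated genes that was shared with psoriatic skin. On that narrower point the values here do not differ from the paper. Of 27 genes of KC differentiation, 3 were lower and 1 was higher (adjusted p = 0.19 by Fisher's exact test for lower genes).

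The legend of Figure S6 gives panel A as upregulated and panel B as downregulated genes. The picture shows lower values in miR-21-3p samples than in NC samples in panel A and higher values in panel B.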

Other observations

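The count over other splits of the samples and the comparison of NC replicate 2 with the other samples were chosen only after the results were seen.

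Of the 10 splits of the 6 samples into groups of 3, 1, the real one, gave as many as 1443 DEGs. The other 9 gave from 0 to 2 genes. With 10 splits the share cannot be under 0.1, so the count cannot exclude that a grouping by chance gives such a number.

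The deposited genes appear in an order in which the first 1544 have 884 higher and 660 lower means in miR-21-3p samples, the same numbers as the paper's counts. Of these 1544, 1524 were DEGs with DESeq2, 1408 with edgeR and 1328 with limma.

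NC replicate 2 lay nearest the miR-21-3p samples. For the 96 genes of the S and G2/M phase lists with a mean of at least 50, its median lay 0.63 of the way from the mean of NC replicates 1 and 3 to the mean of the miR-21-3p samples (0.59 to 0.67 over resampled genes). For genes with 2 or more sites against genes without, it lay 0.24 of the way (−0.22 to 0.53). Mixing with miR-21-3p RNA or cells would move both by the same share, and the difference was 0.39 (0.091 to 0.86). Since it is a single sample, mixing, the growth state of the culture and other causes cannot be told apart. Without NC replicate 2, 9 lists were called, but leaving out the NC sample nearest the miR-21-3p samples widens the difference between the groups, so this says nothing on how far the calls rest on it. Without NC replicate 1 or miR-21-3p replicate 1, 1 list was called, and without NC replicate 3 or miR-21-3p replicate 3, 0 were (also 0 at an unadjusted p under 0.05).

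The higher lists were compared with random lists of genes matched on GC content and transcript length. All 7 had a median above nearly all matched lists, which argues against GC content and length as the cause. The median of the interferon-gamma list lay at percentile 0.42, on a scale from 0 to 100, of its matched lists, which argues against it there too.

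MKI67, which encodes Ki67, rose (log2 fold change 0.38, adjusted p = 0.013 from limma) and was no DEG without NC replicate 1 (0.053), NC replicate 3 (0.10), miR-21-3p replicate 1 (0.065) or miR-21-3p replicate 3 (0.12). ELK4 fell (−0.23, 0.028) and was no DEG without NC replicate 1 (0.11), NC replicate 3 (0.16), miR-21-3p replicate 1 (0.11) or miR-21-3p replicate 3 (0.17). Without the mean-variance trend, limma's adjusted p was 0.16 for MKI67 (1.7e-05 to 0.16 over the alternatives) and 0.19 for ELK4 (0.0030 to 0.19).

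For the other transcription factors whose motifs the paper names, limma gave log2 fold changes of 0.06 for ZNF281 (adjusted p = 0.61), 0.01 for TCF3 (0.89), −0.15 for MZF1 (0.31), 0.05 for NFKB1 (0.71), −0.06 for KLF7 (0.52), 0.01 for NRF1 (0.97) and 0.04 for HES4 (0.88). None passed the threshold. For CCND1 it was 0.11 (0.13), for VMP1, within whose bounds MIR21 lies, 0.10 (0.25), for IL10RB −0.15 (0.13), for IL22RA1 0.00 (0.99), for S100A9 0.06 (0.88) and for ADAM17 0.05 (0.55). TIMP3 fell by 0.33 on the log2 scale (adjusted p = 0.066 from limma). It passed the threshold without NC replicate 2 (0.0013) and with edgeR's RLE factors (0.048), among other edgeR settings, over a range from 0.0013 to 0.30.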
